# A MAFG-lncRNA axis links systemic nutrient abundance to hepatic glucose metabolism

**DOI:** 10.1038/s41467-020-14323-y

**Published:** 2020-01-31

**Authors:** Marta Pradas-Juni, Nils R. Hansmeier, Jenny C. Link, Elena Schmidt, Bjørk Ditlev Larsen, Paul Klemm, Nicola Meola, Hande Topel, Rute Loureiro, Ines Dhaouadi, Christoph A. Kiefer, Robin Schwarzer, Sajjad Khani, Matteo Oliverio, Motoharu Awazawa, Peter Frommolt, Joerg Heeren, Ludger Scheja, Markus Heine, Christoph Dieterich, Hildegard Büning, Ling Yang, Haiming Cao, Dario F. De Jesus, Rohit N. Kulkarni, Branko Zevnik, Simon E. Tröder, Uwe Knippschild, Peter A. Edwards, Richard G. Lee, Masayuki Yamamoto, Igor Ulitsky, Eduardo Fernandez-Rebollo, Thomas Q. de Aguiar Vallim, Jan-Wilhelm Kornfeld

**Keywords:** CRISPR-Cas9 genome editing, Long non-coding RNAs, Transcriptomics, Obesity

## Abstract

Obesity and type 2 diabetes mellitus are global emergencies and long noncoding RNAs (lncRNAs) are regulatory transcripts with elusive functions in metabolism. Here we show that a high fraction of lncRNAs, but not protein-coding mRNAs, are repressed during diet-induced obesity (DIO) and refeeding, whilst nutrient deprivation induced lncRNAs in mouse liver. Similarly, lncRNAs are lost in diabetic humans. LncRNA promoter analyses, global cistrome and gain-of-function analyses confirm that increased MAFG signaling during DIO curbs lncRNA expression. Silencing *Mafg* in mouse hepatocytes and obese mice elicits a fasting-like gene expression profile, improves glucose metabolism, de-represses lncRNAs and impairs mammalian target of rapamycin (mTOR) activation. We find that obesity-repressed *LincIRS2* is controlled by MAFG and observe that genetic and RNAi-mediated *LincIRS2* loss causes elevated blood glucose, insulin resistance and aberrant glucose output in lean mice. Taken together, we identify a MAFG-lncRNA axis controlling hepatic glucose metabolism in health and metabolic disease.

## Abstract (web summary)

Despite widespread transcription of LncRNA in mammalian systems, their contribution to metabolic homeostasis at the cellular and tissue level remains elusive. Here Pradas-Juni et al. describe a transcription factor–LncRNA pathway that couples hepatocyte nutrient sensing to regulation of glucose metabolism in mice.

## Introduction

Cellular and organism-level energy homeostasis and nutrient partitioning are instrumental for survival. In higher organisms, multi-organ systems evolved to react to shifts in energy supply by storing (anabolic) or metabolizing (catabolic) nutrients, for instance by conversion of simple sugars to storage macromolecules like glycogen or by glucose catabolism, according to caloric demands^1^. A key process for mounting appropriate responses to altered nutrient availabilities are abundance, localization, and nutrient-induced activation of transcriptional networks that couple energy states to appropriate changes in gene expression^2^. These ancient molecular circuits ensured survival of animals during (historically frequent) food shortages. In contrast, the exposure to constant calorie overload, coupled with sedentary lifestyles, results in excess storage of nutrients, and concomitantly, obesity and obesity-associated maladies. Globally, two billion individuals are considered overweight or obese and exhibit elevated risks of developing severe comorbidities such as cardiovascular disease^3^, artherosclerosis^4^, type 2 diabetes mellitus (T2D), liver steatosis, or nonalcoholic fatty liver disease (NAFLD) and nonalcoholic steatohepatitis (NASH)^5^. Therefore, understanding how nutrient-sensitive signaling networks are controlled during conditions of energy surplus, and whether this can be prevented in obesity, will be instrumental in designing effective therapies in the future.

Remarkable for living in seemingly postgenomic times, we currently witness a paradigm shift in understanding our genomes and the information contained therein: multinational sequencing efforts like ENCODE^6^, FANTOM^7^, or NONCODE^8^, together with increasing RNA-Sequencing (RNA-Seq) capabilities and reduced costs, led to the intriguing discovery that, whereas only 1–2% of genomic information encodes protein-coding mRNAs, more than 70% of DNA is transcribed across developmental space and time^9,10^. This led to the identification of thousands of microRNAs, and more recently, long noncoding RNAs (lncRNAs)^11,12^ in mice and humans^13^. The identification of these many lncRNAs in silico and ascribing a specific function to each has been challenging^14^. Functions identified to date include microRNA scavenging^15^, chromatin sequestration^16^, 3D genome organization^17^, chromatin modifier recruitment^18^, lncRNA–DNA triplex formation^19^, and small-molecule protein complex formation^20^ to control mRNA translation^15^ and RNA–RNA crosstalk^21^.

Investigators have only begun to ascribe specific in vivo functions for lncRNAs in cellular energy homeostasis and/or metaboregulatory signaling circuits. Such functions of lncRNAs include control of hepatic cholesterol biosynthesis^22^, de novo lipogenesis and systemic lipid homeostasis^23,24^, beta-oxidation^25^, glucose homeostasis^26,27^, and regulation of insulin sensitivity in the liver^27^. Understanding the molecular details of these regulatory processes may lead to innovative approaches where repression of specific lncRNAs may prove useful in the treatment of metabolic diseases.

By performing RNA-Seq in mouse models for dietary and genetic obesity, T2D, and livers from diabetic human patients, we find that nutrient excess and refeeding (RF) favors lncRNA repression, whereas fasting induces lncRNA expression. Intriguingly, protein-coding mRNAs are not affected accordingly. In silico analyses of lncRNA and mRNA promoters, and integration of MAFG ChIP-Seq with MAFG gain-of-function RNA-Seq data confirm that elevated MAFG signaling in obesity and RF is transcriptionally linked to lncRNA repression. In vitro and in vivo loss of MAFG in hepatocytes controls glucose production, improves glucose metabolism during obesity, and induces lncRNAs, whereas MAFG gain of function represses hepatic lncRNAs. Intriguingly, MAFG loss prevents insulin-evoked activation of mTORC1 signaling, thus presumably interfering with protein translation in hepatocytes. We further observe that obesity-repressed *LincIRS2* is negatively controlled by MAFG and CRISPR–Cas9-mediated knockout, or antisense-mediated RNA interference of *LincIRS2* causes hyperglycemia, insulin resistance, likely caused by alterations in glucogenic gene expression in lean mice.

## Results

### Nutrient states elicit opposing effects on mRNA and lncRNAs

To identify lncRNAs that are implicated in the development of liver disease pathologies in diet-induced obesity (DIO), for instance insulin resistance, steatosis, and liver inflammation, 6-week-old C57BL/6N mice were fed a high-fat diet (HFD) or control diet (CD). After 30 weeks, hepatic RNA was isolated and total RNA-Sequencing (RNA-Seq) performed. This approach identified 583 mRNAs and 50 lncRNAs that were significantly (*p* value (pV) < 0.05 by Student’s *t* test, false-discovery rate < 0.05, and CuffDiff function significant = “yes” for Benjamini–Hochberg correction for multiple testing) altered after HFD feeding (Fig. 1a, Supplementary Data 1). Performing Ingenuity Pathway Analysis (IPA) confirmed activation of transcription factor (TF) networks and signaling pathways known to be induced in the liver under anabolic/nutrient-rich conditions. These included insulin receptor (IR), Forkhead Box O1 (FOXO1), and Sterol Regulatory Element Binding Transcription Factor 1C (SREBP1C) pathways (Supplementary Fig. 1a–c). We interpreted these transcriptional changes as a reflection of chronic nutrient exposure that in turn triggers anabolic TF pathways in the liver.

**Fig. 1:**
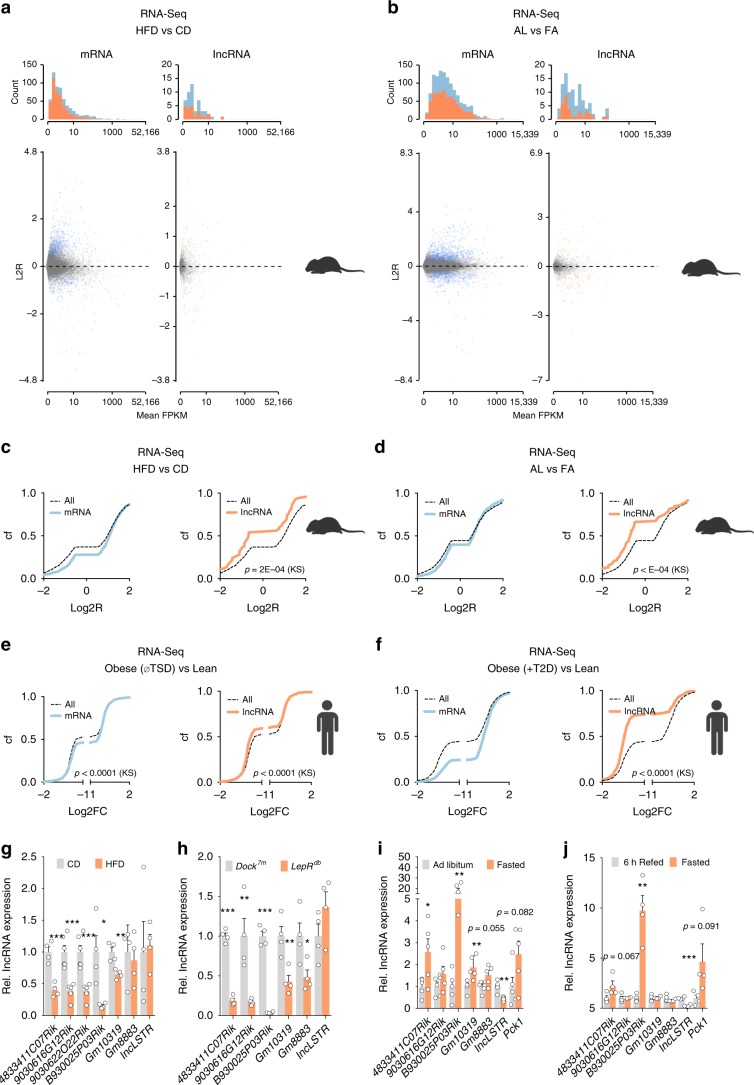
Systemic nutrient states elicit opposing effects on liver mRNA and lncRNA expression. **a**, **b** Histogram plot of read counts (*top*), scatter plot of reads counts vs. log2-transformed expression ratios (Log2R, *bottom*) and **c**, **d** cumulative frequency distribution (Cf) of Log2R of hepatic protein-coding mRNA (blue) and lncRNA (orange) expression changes. Data are from total RNA-Sequencing (RNA-Seq) in the liver of C57BL/6N mice after **a**, **c** HFD vs. (vs) CD feeding (*n* = 3 each) or **b**, **d** ad libitum feeding (AL) vs. 16 h of fasting (FA) (*n* = 4 each). **e** Log2R Cf of mRNA (blue) and lncRNA (orange) expression changes in the liver from lean (L) vs. obese (OB) patients without T2D (*n* = 4 per group). **f** Log2R Cf of mRNA (blue) and lncRNA (orange) expression changes in the liver of lean (L) vs. obese patients with T2D (*n* = 4 per group). **g**–**j** Quantitative reverse-transcription (RT) polymerase chain reaction (qPCR) for L-DIO-lncRNA expression in mice exposed to **g** HFD vs. CD feeding (*n* = 4–6). **h** *Lepr*^*db*^ vs. *Dock*^7*m*^ (*n* = 4). **i** AL vs. FA (*n* = 5 each) and **j** RF vs. FA (*n* = 4 each). **c**–**f** Statistical differences between mRNAs and lncRNAs were assessed using nonparametric Kolgomorov–Smirnov (KS) tests. *p* Values are given in the panels. Bar graphs represent mean ± s.e.m. with all data points plotted and differences in (**g**–**j**) were calculated using unpaired, two-tailed Student’s *t* tests. *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file. Icons in **a**–**f** were created with BioRender.com.

When performing differential gene expression (DGE) analysis independently for protein-coding or lncRNA transcripts (gene biotypes from Ensembl Biomart^28^), we observed a significant cumulative downregulation of lncRNAs as compared with protein-coding mRNAs (Fig. 1c) in obese livers using nonparametric Kolmogorov–Smirnov tests. Prompted by this difference in mRNA vs. lncRNA regulation after HFD feeding, we repeated the analysis after physiological nutrient changes outside of obesity and metabolic disease. Comparing transcriptomes from ad libitum (AL)-fed C57BL/6N (wild-type) mice compared with mice fasted for 16 h (FA, Fig. 1b, Supplementary Data 2), we observed 1165 mRNAs and 92 lncRNAs differentially regulated. In contrast to lncRNA repression in obesity, lncRNAs were induced after fasting when compared with mRNAs (Fig. 1d). Short-term (6 h) RF altered 587 mRNAs and 59 lncRNAs (Supplementary Data 3) with similar trends for induction of lncRNAs as compared with mRNAs (Supplementary Fig. 1d). We performed RNA-Seq in *BKS.Cg-Dock*^*7m+/+*^; *LepR*^*db*^*/J* (termed *LepR*^*db*^) mice, a genetic model of obesity and T2D, and observed 959 mRNAs and 83 lncRNAs significantly changed (Supplementary Data 4). Again, hepatic lncRNAs were decreased compared with mRNAs (Supplementary Fig. 1e) when we compared *LepR*^*db*^ vs. genetic background-matched *misty* (*Dock*^7*m*^) mice, although to a lesser degree than in DIO. To determine whether similar patterns are observed in human subjects, we analyzed RNA-Seq data from liver biopsies from a cohort of lean, obese (without T2D), and obese, T2D patients (*n* = 4 per group)^29^. Consistent with our mouse studies, obesity and T2D in humans were associated with repressions in lncRNAs vs. mRNAs (Fig. 1e, f and Supplementary Data 5).

To determine if our metabolically regulated lncRNAs represent liver-enriched transcripts, we performed RNA-Seq in seven tissues of lean C57BL/6N mice and identified clusters of lncRNAs enriched in each tissue (Supplementary Fig. 1f). 

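Strand-specific RNA-Seq libraries of rRNA-depleted RNA were made from liver, kidney, visceral adipose tissue (VAT), cortex, subcutaneous adipose tissue (SCAT), brown adipose tissue (BAT) and skeletal muscle of wild-type mice on control diet at 36 weeks of age. Each tissue has 1 library, so the differences between tissues have no replicate check. The authors deposited FPKM, fragment counts scaled for transcript length and library size, for 94339 loci in every tissue, as cuffdiff gave them in 21 pairwise comparisons of the 7 tissues. The table gives no fragment counts, so the depth behind each value is unknown. A lncRNA was counted as enriched in a tissue when its FPKM there was at least 1 and its log2(FPKM + 0.1) was at least 2, or 4-fold, above that in each of the other 6 tissues. Of the 1381 lncRNAs with an FPKM of at least 1 in any tissue, 396 (28.7%) were enriched in a tissue. Cortex had 130 enriched lncRNAs, skeletal muscle 86, liver 72, kidney 56, SCAT 27, VAT 15 and BAT 10. Of 14928 protein-coding genes with an FPKM of at least 1 in any tissue, 3189 (21.4%) were enriched in a tissue, and 506 of these in liver. The liver-enriched lncRNAs had a median liver FPKM of 6.02 and a median log2 ratio of 3.65 over the highest other tissue. Among them, 45 overlap a protein-coding gene of the table, and 29 lie on the strand opposite to a protein-coding gene that was itself enriched in liver. The largest log2 ratios in liver belonged to Gm10680 (7.39), which lies opposite Apoa4, Gm30097 (6.43), which lies opposite Fgg, and 4930598A11Rik (6.31), which overlaps no protein-coding gene. In kidney and skeletal muscle the largest log2 ratios were those of Gm44588 (10.70, opposite Umod) and Gm13601 (6.45, opposite Xirp2). In cortex it was that of Gm3279 (7.96), whose locus in the table also carries the name of the protein-coding gene Neurod6. Gm13398 in VAT (4.44), Gm44174 in SCAT (5.42) and Gm15241 in BAT (5.83) had the largest log2 ratios in the adipose tissues. Gm15241 lies opposite Adgrg2, which was not enriched in BAT (0.418 FPKM, log2 ratio -2.21). The SCAT library also held lymphocyte and pancreatic marker genes, and the VAT library epididymal genes and a low level of liver transcripts. A lncRNA enriched in these 2 libraries therefore need not come from adipose cells. In SCAT, for example, the enriched lncRNA Gm29439 lies opposite the lymphocyte gene Cd22. When significance in the authors' deposited comparisons with all 6 other tissues was required in place of the 4-fold rule, 0 lncRNAs were enriched in liver and 0 in any other tissue. In that table, 1235 of 802072 tests between 2 single libraries are significant.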

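The transcripts 4833411C07Rik, 9030616G12Rik, 9030622O22Rik, B930025P03Rik, Gm10319, Gm8883 and C730036E19Rik (lncLSTR) have entries under these names in the deposited table, and all 7 met the rule for enrichment in liver. Gm10319, on chromosome 6 of GRCm38 from 122136628 to 122152016, had 73.1 FPKM in liver and 0.346 in VAT, its next highest tissue, a log2 ratio of 7.36. Gm8883, on chromosome 1 from 71888112 to 71891204, had 17.0 FPKM in liver, 0.124 in VAT and was listed at 0 in the other 5 tissues, a log2 ratio of 6.25. C730036E19Rik, on chromosome 1 from 151138034 to 151142345, had 22.7 FPKM in liver and 0.244 in VAT, a log2 ratio of 6.05. The log2 ratio was 4.83 for 9030622O22Rik (chromosome 2, 147944740 to 148040203), 4.81 for 9030616G12Rik (chromosome 10, 128971197 to 128978115) and 4.70 for B930025P03Rik (chromosome 8, 10870422 to 10882454). These 3 lncRNAs had liver FPKMs of 7.37, 3.27 and 4.23. The lowest log2 ratio of the 7 was that of 4833411C07Rik, at 3.89, from a locus on the strand of the overlapping gene Gm2814, to which its reads could also belong. VAT was the next highest tissue for 5 of the 7, and in the VAT library the 202 liver-enriched protein-coding genes with at least 100 FPKM in liver had a median of 1.08% of their liver FPKM. In the annotation, 4833411C07Rik has the biotype processed transcript and Gm10319 that of a transcribed pseudogene, and the other 5 are lncRNAs.
Among 10000 random lists of 7 expressed lncRNAs matched on mean expression, the highest median log2 ratio was 3.46, below the median of 4.83 of these 7 (percentile 100, 95% Wilson confidence interval 99.96 to 100). The percentile describes these libraries, from which the paper also drew its liver-enriched cluster. The table holds 2 loci on opposite strands, by their order in the table, for 4833411C07Rik, B930025P03Rik and C730036E19Rik. For these 3, the locus with the higher FPKM, used here, lies on the strand opposite to the annotated gene. With loci on the annotated strand only, 5 of the 7 met the rule, since B930025P03Rik then had 0.828 FPKM in liver and C730036E19Rik a log2 ratio of 1.86. In the authors' deposited table, 2 of the 42 comparisons of these loci between liver and another tissue are significant, those of Gm8883 with BAT and SCAT (the authors' q value 0.0325 in both).

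**Figure D1:**
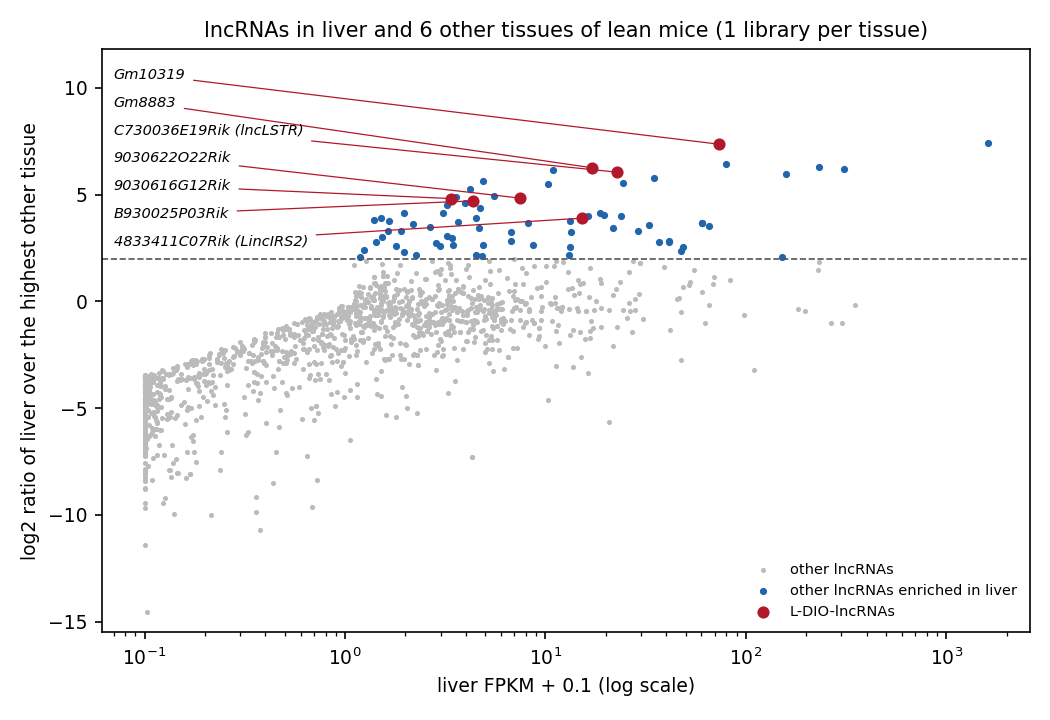
Ratio of liver over the highest other tissue (log2 scale) against liver FPKM + 0.1 (log scale) for the 1381 expressed lncRNAs and the 2 transcripts of other biotypes named above, each a point from 1 library per tissue. Red points are the 7 transcripts that the paper terms L-DIO-lncRNAs, blue points the other liver-enriched lncRNAs, and the dashed line marks a log2 ratio of 2; the red points lie between 3.89 and 7.36.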

Within the liver-enriched cluster, seven DIO-associated lncRNAs (termed L-DIO-lncRNAs), including *4833411C07Rik*, *9030616G12Rik*, *9030622O22Rik*, *B930025P03Rik*, *Gm10319*, *Gm8883*, and previously reported *lncLSTR*^24^ (Supplementary Fig. 1g) matched our criteria: the expression of L-DIO-lncRNA expression was confined to hepatocytes compared with non-parenchymal liver cell types (Supplementary Fig. 1h). With the exception of *Gm8883*, L-DIO-lncRNAs were located in the nucleus (Supplementary Fig. 1i), and with exception of *Gm10319*, exhibited low protein-coding potential (using two independent algorithms, CPAT^30^ and CPC^14^, Supplementary Fig. 1j, k). Using quantitative polymerase chain reaction (qPCR) we confirmed L-DIO-lncRNAs to be reduced by HFD vs. CD feeding (Fig. 1g), in *LepR*^*db*^ vs. *Dock*^7*m*^ (Fig. 1h), in AL vs. FA (Fig. 1i), and in RF vs. FA mice (Fig. 1j). Thus, our extensive RNA-Seq analyses and qPCR validation identified an inverse correlation of nutrient levels with lncRNAs across several mouse models of altered energy homeostasis and metabolically compromised humans and identified metabolically regulated (liver-selective) lncRNAs.

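The lncRNAs that the paper lists as changed in livers of HFD-fed mice (Supplementary Data 12) were looked up in the 7 tissue libraries of lean mice. Of the 216 genes in the paper's HFD-repressed list, 23 are lncRNAs by their biotype, and 18 of these had an FPKM of at least 1 in any tissue. Of these 18 lncRNAs, 5 were enriched in liver: 9030622O22Rik, 9030616G12Rik, B930025P03Rik, Gm31121 (log2 ratio 3.75) and 1700080G11Rik (log2 ratio 3.07). With loci on the annotated strand only, 2 HFD-repressed lncRNAs were enriched in liver. The list also holds 4833411C07Rik and Gm10319, whose biotypes are not counted as lncRNA here, and with processed transcripts and these 2 included 7 HFD-repressed lncRNAs were liver-enriched. The median log2 ratio of the 18 lncRNAs was -0.08, and 10 of them had a higher FPKM in another tissue than in liver. This median lay at percentile 99.8 of 10000 matched random lists (95% Wilson confidence interval 99.7 to 99.9). Of the 486 genes in the paper's HFD-induced list, 22 are lncRNAs, 18 of them with an FPKM of at least 1. Here 3 were enriched in liver: C730036E19Rik, Gm19619 (log2 ratio 3.63) and Gm45086 (log2 ratio 3.02). With loci on the annotated strand only, 0 HFD-induced lncRNAs were enriched in liver. The median log2 ratio of the HFD-induced lncRNAs was -2.09, at percentile 36.7 (95% Wilson confidence interval 35.8 to 37.6), and 14 of the 18 had a higher FPKM in another tissue. Since both lists were drawn from genes changed in liver, random lists matched on liver FPKM were also drawn, which placed the medians at percentiles 94.9 (HFD-repressed) and 0.88 (HFD-induced). Gm8883 is in neither list. By qPCR the paper reports lower levels of the L-DIO-lncRNAs on HFD, whereas its list places C730036E19Rik (lncLSTR) among the HFD-induced genes. The paper takes DIO-associated lncRNAs within its liver-enriched cluster as L-DIO-lncRNAs and concludes from its RNA-Seq and qPCR that they are metabolically regulated and liver-selective.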

### Liver MAFG links high nutrient states to lncRNA repression

Our data suggested that many lncRNAs are discordantly affected by (patho)-physiological changes in nutrient states when compared with mRNAs. We hypothesized that these differences between mRNAs and lncRNAs could reflect differences in TF- binding site (TFBS) occurence in promoters of both gene sets. These differences in promoter architecture could, in turn, be differentially transactivated by nutrient-sensitive signaling pathways, leading to anticorrelative regulation of lncRNAs vs. mRNAs during obesity and T2D as observed. Our hypothesis built on in silico analyses of chromatin-state maps^31^ and validation studies in human cell lines^32^ that suggest preexisting promoter differences between lncRNAs and mRNAs. To identify TF pathways that control lncRNAs and mRNAs via distinct regulatory programs, we first analyzed putative promoter sequences (−800 bp to +100 bp around transcriptional start sites, TSS) from an extended set of 1920 mRNAs and 149 lncRNAs affected by HFD (*p* value < 0.1, CuffDiff DGE output). Next, we used AME^33^ (MEME suite^34^) to call differences in TF motif occurence between lncRNA and mRNA promoters. Consistent with previous reports^31,35^, we observed that CpG-rich motifs were overrepresented in mRNA promoters, particularly motifs recognized by the E2F family of TF (e.g., E2F2–E2F4). In contrast, lncRNA promoters were enriched for MAFG:NFE2L1 (*V-Maf Avian Musculoaponeurotic Fibrosarcoma Oncogene Homolog G:Nuclear Factor, Erythroid 2 Like 1*) motifs (Fig. 2a). This finding was consistent with reports demonstrating that TFBS recognized by MAFG or other members of the small MAF (smMAF) TF family (MAFF, MAFG, and MAFK) is overrepresented in lncRNA promoters^31,32,35^. In a second step and given the reported gene-repressive properties of MAFG homodimers^36,37^, we wanted to exclude that MAFG motifs occurred in lncRNA promoters simply because lncRNA tends to be more repressed than mRNAs during DIO. We thus performed de novo TF motif enrichment analyses of the putative promoter sequences (−800/+100 bp around TSS) in HOMER^38^ separately for induced and repressed genes, and confirmed that smMAF motifs were enriched in lncRNA promoters affected by DIO vs. protein-coding RNAs in both gene sets (Supplementary Fig. 2a, b). Taken together, our data suggested that MAFG, or other smMAF TFs, is enriched in lncRNA promoters as compared with mRNAs, and could elicit anticorrelative transcriptional effects, for instance repress hepatic lncRNAs while, at the same time, inducing levels of specific mRNAs.

**Fig. 2:**
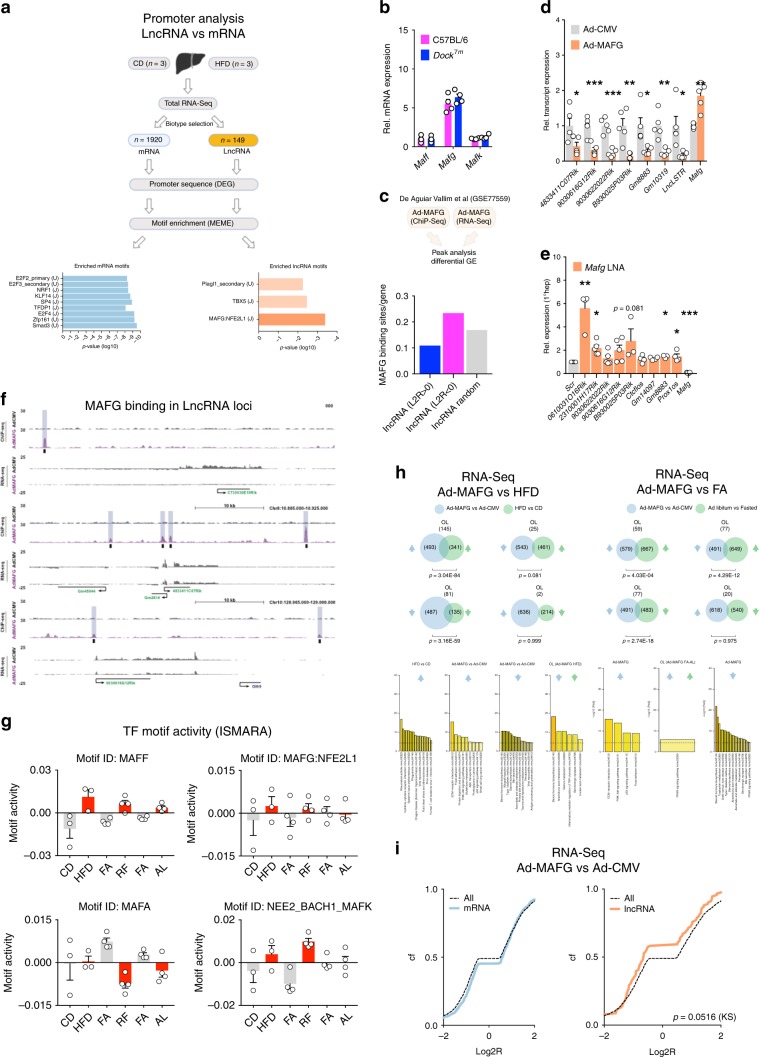
Obesity-associated increase in MAFG signaling links nutrient states to lncRNA repression. **a** Illustration of transcription factor-binding site (TFBS) analysis and a list of TFBS enriched in promoters of mRNAs (blue) or lncRNAs (orange) affected by HFD vs. CD feeding (*n* = 3 each). TFBS is from UniProbe (U) or Jaspar (J). **b** qPCR of smMAF (*Maff*, *Mafg*, and *Mafk*) expression in C57BL/6N and *Dock*^7*m*^ mice (*n* = 4 each). **c** Published BLRP ChIP-seq in livers of mice transduced with adenovirus (Ad)-overexpressing BLRP-MAFG fusion proteins (GEO ID: GSE77559)^40^ was used as a proxy for MAFG cistromes in the liver. BLRP-MAFG peaks per gene were determined in a ±50-kb window around the TSS (defined as ±1 bp from gene start) of expressed, induced, or repressed lncRNAs by HFD using window function in bedtools^75^. **d** qPCR of L-DIO-lncRNAs and *Mafg* mRNA in livers of Ad-MAFG vs. Ad-CMV mice (*n* = 5 each). **e** qPCR of lncRNA exhibiting MAFG binding within TSS ± 50 kb, as identified by BLRP-MAFG ChIP-Seq and *Mafg* expression after transfection of primary hepatocytes with 100 nM *Mafg* or Scr LNAs, *n* = 4–5 experiments, each performed in triplicates. **f** UCSC Genome Browser with expression of selected lncRNAs (“RNA-Seq”) and BLRP-MAFG binding (“ChIP-Seq” from Vallim et al.^40^) in the liver. **g** Motif activity of smMAF and MAFA TFBS across nutritional states and HFD feeding analyzed using ISMARA^41^ (*n* = 3–4 per group). **h** Venn diagram illustrating DGE overlap and enriched gene ontology (GO) categories shared between indicated nutritional states, diets, and genotypes. **i** Log2R Cf of mRNA (blue) and lncRNA (orange) expression changes in livers of Ad-MAFG vs. Ad-CMV mice (*n* = 4 each). **d**, **e** Bar graphs represent mean ± s.e.m. with all data points plotted, and statistical differences were calculated using **d** unpaired or **e** paired, two-tailed Student’s *t* test. **h** Significance of gene overlaps was calculated by using a hypergeometric distribution: *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file. Illustration in (**a**) was created with BioRender.com.

Because smMAF TF is considered as functionally redundant^39^, we next asked which smMAF constituted the prevalent liver isoform, and presumably, exerted the strongest effect on lncRNA repression during obesity. Using RNA-Seq, we found that *Mafg* accounted for the majority of smMAF transcripts in livers from lean C57BL/6N and *Dock*^7*m*^ mice (Fig. 2b). Integrating RNA-Seq analysis from mice injected with *Mafg* cDNA-expressing adenoviruses (Ad-MAFG), and public MAFG chromatin immunoprecipitation coupled to sequencing (ChIP-Seq) datasets^40^, we found that MAFG preferentially bound lncRNAs repressed during DIO (Fig. 2c). We performed qPCR in livers from Ad-MAFG-treated mice and confirmed that the seven L-DIO-lncRNAs (Fig. 2d) were repressed after *Mafg* overexpression. Conversely, locked nucleic acid (LNA)-mediated knockdown of *Mafg* (Supplementary Fig. 2c), but not *Maff* or *Mafk* (Supplementary Fig. 2c–e), in primary hepatocytes derepressed a set of lncRNAs containing MAFG-binding sites (Fig. 2e) as determined by ChIP-Seq (Fig. 2f). These data supported the hypothesis that MAFG represses specific lncRNAs in DIO, suggesting MAFG as TF whose activity changes during metabolic states. To investigate the degree of smMAF signaling activity in lean and obese livers, we applied ISMARA^41^, a web-based tool modeling genome-wide expression changes in RNA-Seq data by predicting the underlying combination of TFBS. As proof of principle and as expected, we found an induction of inflammatory CEBPB and RELA-REL-NFKB1 gene programs in obese liver (Supplementary Fig. 2f, g). When comparing all combinations of nutrient-rich (HFD, AL, and RF) vs. nutrient-poor conditions (CD and FA) we found that anabolic conditions exhibited higher smMAF (NFE2:BACH1:MAFK, MAFG:NFE2L1, and MAFF) motif activities in the liver, while large MAFA^42^-dependent TFBS activities were reduced after DIO or RF (Fig. 2g). Importantly, RNA-Seq from HFD and Ad-MAFG-treated mice revealed a significant overlap of directional gene expression changes and overlapping gene categories (Fig. 2h, *left*), while Ad-MAFG and fasting gene sets showed anticorrelative trends (Fig. 2h, *right*). Finally, RNA-Seq in Ad-MAFG livers revealed trends toward repression of lncRNAs compared with mRNAs (Fig. 2i, Supplementary Data 6). Thus, our data suggested that acute (RF and AL) and chronic (DIO) nutrient exposure is associated with increased smMAF signaling, and that gain of function of the most abundant smMAF isoform in the liver, MAFG, resulted in preferential repression of lncRNAs in the liver.

### Hepatic MAFG links energy states to glucose metabolism

SmMAFs recruit Cap’n’Collar protein like NFE2L1/2 (or NRF1/2) to antioxidant response elements of xenobiotic enzymes^43^ to govern bile acid homeostasis^40^ and hepatic lipid and amino acid metabolism^44^. To determine if MAFG is required to mediate metabolic changes during DIO, we first used an in vitro approach: using LNA transfection, we silenced *Mafg* in primary hepatocytes and observed robust suppression of *Mafg* mRNA and protein (Fig. 3a). To mimic fasting or RF in vitro, we treated cells with Forskolin plus Dexamethasone (FD) or FD combined with insulin (Ins, termed FDI), as reported^45^. At baseline, silencing *Mafg* increased glucose production (Fig. 3b). Treating cells with FD increased glucose production as expected, yet increases in glucose production remained higher when *Mafg* was silenced, suggesting increased gluconeogenesis. Importantly, no in vitro differences in hepatic insulin sensitivity were observed, as insulin treatment reduced glucose production in control (Scr) and *Mafg* LNA- treated cells to similar extents (Fig. 3b). In line with increased glucose production, *Mafg* RNAi increased basal gluconeogenic gene expression as evidenced by elevated fructose-bisphosphatase 1 (Fbp1), glucose-6-phosphatase catalytic subunit (G6pc), and phosphoenolpyruvate carboxykinase 1 (Pck1) expression, and when cells were stimulated with FD, *Fbp1* and *G6pc* remained markedly increased (Fig. 3c). This increased glucogenic tone was confirmed by silencing MAFG using *Mafg* or control Scr LNAs in C57BL/6N mice. MAFG RNAi increased relative glucose production during a PTT, providing in vivo evidence of elevated gluconeogenesis (Fig. 3d). Importantly, LNA-mediated silencing of other smMAFs (*Maff* and *Mafk*) did not increase glucogenic gene expression (Supplementary Fig. 2h–j), emphasizing specific roles for MAFG in controlling hepatic glucose output. In line with unaltered suppression of glucose production (Fig. 3b), insulin-mediated suppression of gluconeogenic enzymes under basal but also FD-stimulated conditions was unchanged after *Mafg* loss, again supporting the notion that *Mafg* loss of function does not affect insulin sensitivity (Fig. 3e). Consequently, when performing Western Blot analysis in insulin-stimulated hepatocytes in the presence or absence of *Mafg*, we observed modest reductions in phosphorylation of serine 473 residue of serine/threonine kinase AKT/PKB (Fig. 3f), yet reduced phosphorylation of the serine 9 of glycogen synthase kinase 3 beta (GSK3B, Supplementary Fig. 2k), which is dispensible for HGP^46^. This suggested that IR-proximal kinases controlling glucose output, but not more distal events, are not affected by *Mafg* loss.

**Fig. 3:**
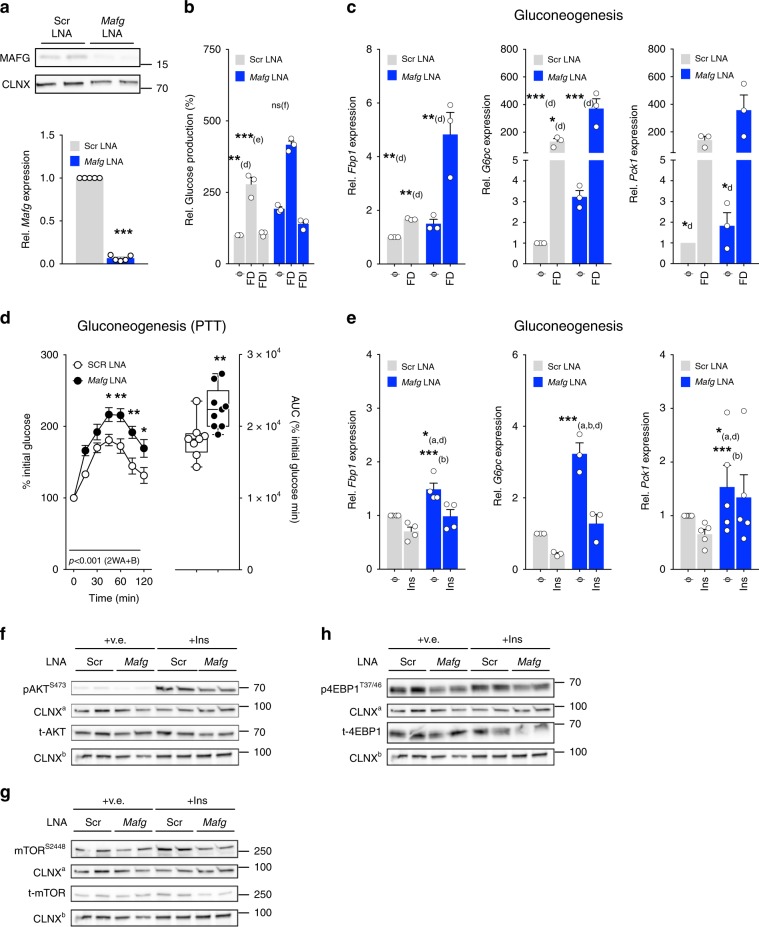
MAFG signaling in hepatocytes represses glucose production and supports mTOR activation. **a** Representative MAFG immunoblot and *Mafg* expression after transfection of primary hepatocytes with 100 nM *Mafg* or Scr LNA. **b** Relative glucose levels in primary hepatocytes after transfection with 100 nM *Mafg* or Scr LNAs and stimulation for 24 h with 10 µm Fsk plus 100 nM Dex (FD) or FD combined with 100 nM insulin (FDI). **c**, **e** Indicated mRNAs after transfection with *Mafg* or Scr LNAs under basal conditions or stimulated with **c** 10 µM Fsk plus 100 nM Dex (FD) or **e** 100 nM insulin. Data represent **a** *n* = 5 or **b**, **c**, **e** *n* = 3–4 independent experiments, each performed in triplicates. **d** Pyruvate tolerance test (PTT) performed in C57BL/6N mice after 6 weeks of HFD feeding with 10 mg kg^−1^ of *Mafg* (*n* = 9) or Scr (*n* = 8) LNA injected 5 days before. **f**–**h** Immunoblots of **f** total and Serine 473 phosphorylated AKT/PKB (pAKT^S473^). **g** Total and Serine 2448 phosphorylated mammalian target of rapamycin (pmTOR^S2448^) and **h** total and Threonine 37/46 phosphorylated eukaryotic translation initiation factor 4E binding protein 1 (p4EB-BP1^37/46^) after transfection of primary hepatocytes with 100 nM *Mafg* or Scr LNAs and stimulated for 10 min with vehicle (*v.e*.) or 100 nM insulin. Separate membranes were loaded with equal amounts of protein lysate for total and phospho-specific immunoblotting, and equal loading was confirmed by calnexin (CLNX) for each membrane. Due to different molecular weights of mTOR, PKB/AKT, and 4E-BP1, these proteins were partly investigated on the same membranes together with the same CLNX antibody. CLNX^a^ and CLNX^b^ bands are therefore identical. Each blot is representative of *n* = 3 immunoblots, each immunoblot performed after transfection of *Mafg* vs. Scr LNA in hepatocyte preparations from *n* = 2 mice. **a**–**c**, **e** Bar graphs represent mean ± s.e.m. with all data points plotted and statistical differences were calculated using **a** paired, two-tailed Student’s *t* test. **b**, **c**, **e** One-way ANOVA and **d** two-way ANOVA with Bonferroni post correction for multiple testing. Superscripts depict group comparisons for post analysis (a–f = comparison vs. column 1–6). **d** Box plot bounds depict upper and lower quartiles with median as the center. Whiskers span all values: *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

Another important TF pathway that translates information about nutrient states into increases in cell proliferation and protein translation is mammalian target of rapamycin (mTOR)^47^: we found insulin-evoked induction of serine 2448 mTOR phosphorylation (Fig. 3g) and concomitant increases in mTOR Complex 1 (mTORC1) activity, as evidenced by mTORC1-dependent threonine 37/46 phosphorylation of eIF4E-binding protein 1 (p4E-BP1, Fig. 3h)^48^, blunted after *Mafg* silencing, suggesting that MAFG supports mTORC1-dependent processes like ribosome biogenesis and cap-dependent translation^49^ after insulin stimulation. Thus, we showed that increases in MAFG signaling (e.g., in DIO and after RF) preferentially repressed lncRNAs in primary hepatocytes, while LNA-mediated loss of *Mafg* induced lncRNAs, elicited a fasting-like expression profile, and caused specific defects in insulin-dependent activation of signaling pathways linked to protein translation.

### MAFG loss protects from obesity-induced hyperglycemia

Having identified MAFG as an important regulator of lncRNA expression, and showing that *Mafg* repressed glucose output in hepatocytes, we next turned to in vivo loss of function. Given the obesity-evoked increase in MAFG signaling, we hypothesized that *Mafg* loss in vivo could be metabolically favorable in DIO and conducted *Mafg* knockdown by performing biweekly injections of *Mafg* or Scr LNAs in CD- or HFD-fed C57BL/6N mice. *Mafg* treatment was well tolerated over the duration of 12 weeks and caused suppression of *Mafg* mRNA and protein expression in lean and obese liver (Fig. 4a, f) and kidney (Supplementary Fig. 3a), but did not affect liver *Maff* or *Mafk* expression in the liver (Supplementary Fig. 3b). When studying the metabolic consequences of *Mafg* silencing, we did not observe alterations in body weight (BW) in CD (Fig. 4b) or HFD-fed (Fig. 4g) mice. *Mafg* knockdown modestly reduced fasting blood glucose (*p* = 0.073), but did not have an effect on blood glucose concentrations in the fed state (Fig. 4c), improved glucose tolerance (Fig. 4d), and trended toward improved insulin sensitivity (Fig. 4e) in CD-fed mice with more pronounced effects in obese animals (Fig. 4h–j). Indirect calorimetric quantification of oxygen consumption, carbon dioxide production, respiratory exchange ratios, energy expenditure, and food intake revealed no differences between groups on either CD or HFD (Supplementary Fig. 3c–g). No histological changes between genotypes were observed concerning fat accumulation in obese livers (Supplementary Fig. 3h). Collectively, these results implicated hepatic alterations in glucose homeostasis in the observed improvement of metabolism in *Mafg* LNA-treated mice. When performing RNA-Seq analysis in CD-fed Scr LNA-treated vs. HFD-fed Scr LNA-treated mice, we observed 218 genes significantly altered. When we compared these gene changes to the 357 genes significantly changed by *Mafg* LNA vs. Scr LNA treatment in HFD-fed mice, we found *n* = 66 genes shared between both groups (Fig. 4k and Supplementary Data 8 and 12). Interestingly, we found that genes were induced by DIO as often reduced by *Mafg* LNA treatment. Particularly the DIO-associated increase in inflammatory gene categories was repressed in *Mafg*-deficient obese livers (Fig. 4k). These transcriptome analyses suggested that *Mafg* inhibition reinstated a healthy, less inflammatory expression profile in livers of obese mice, exemplified by trends toward increased serum fibroblast growth factor 21 (FGF21) levels (Fig. 4l), a hepatokine beneficial in the context of obesity in mice^50^. Furthermore, we observed trends (*p* = 0.103) toward global lncRNA derepression (Fig. 4m) as expected from *Mafg* RNAi in vitro.

**Fig. 4:**
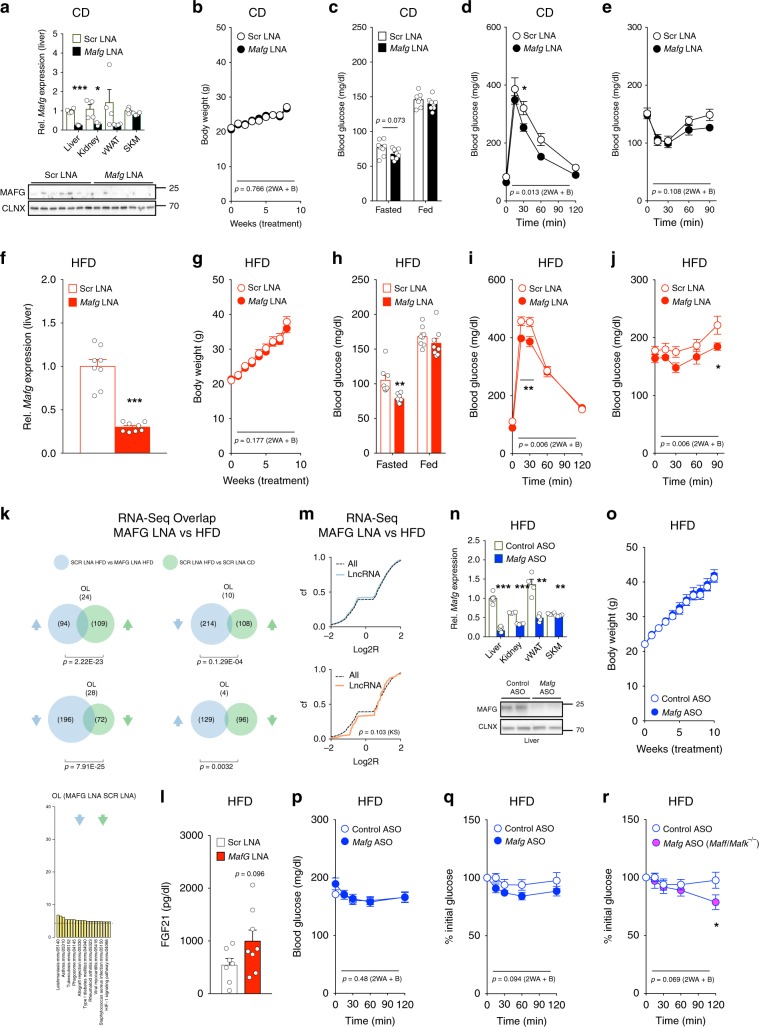
MAFG loss protects from obesity-induced hyperglycemia. **a** qPCR of *Mafg* expression in the liver from CD-fed 21-week-old C57BL/6N mice after 15 weeks of 10 mg kg^−1^ of *Mafg* (*n* = 8) or Scr LNA (*n* = 7) and immunoblot of MAFG and CLNX protein. **b** Body weight, **c** 16-h fasted, and random-fed glucose, **d** GTT, **e** ITT in CD-fed C57BL/6N mice after 6 and 5 weeks of *Mafg* or Scr LNA (*n* = 8). **f** qPCR of *Mafg* expression in the liver from 21-week-old HFD-fed mice after 15 weeks of *Mafg* or Scr LNA (*n* = 8). **g** Body weight, **h** 16-h fasted, and random-fed glucose, **i** GTT, and **j** ITT in HFD-fed C57BL/6N mice after 6 and 5 weeks of *Mafg* or Scr LNA (*n* = 8). **k** DGE overlap and enriched categories in livers from CD- or HFD-fed C57BL/6N mice after 10 weeks of *Mafg* or Scr LNA (*n* = 4). **l** FGF21 levels from 21-week-old HFD-fed C57BL/6N mice after 15 weeks of *Mafg* (*n* = 8) or Scr LNA (*n* = 7). **m** Log2R Cf of mRNA and lncRNA expression changes in 21-week-old HFD-fed mice after 15 weeks of *Mafg* or Scr LNA (*n* = 3). **n** qPCR of *Mafg* expression in liver and indicated tissues after 20 weeks of 5 mg kg^−1^ *Mafg* or Control ASO (*n* = 7 *Mafg* and *n* = 10 Control ASO in liver, *n* = 4 other tissues) and immunoblot of MAFG and CLNX in the liver of HFD-fed C57BL/6N mice after 2 days of *Mafg* or Control ASO. **o** BW in 16-week-old HFD-fed mice after 10 weeks of *Mafg* or Control ASO (*n* = 7 *Mafg* and *n* = 10 Control ASO). Absolute **p** relative **q**, **r** glucose during ITT in HFD-fed **p**, **q** C57BL/6N or **r** *Maff/Mafk*^*−/−*^ (DKO) mice after 11 weeks of *Mafg* or Control ASO (*n* = 6 Control ASO, *n* = 9 *Mafg* ASO, and *n* = 6 *Mafg* ASO in DKO). Bar graphs represent mean ± s.e.m. with all data plotted and statistical differences calculated using **a**, **c**, **f**, **h**, **n** unpaired, two-tailed and **l** unpaired, one-tailed Student’s *t* test. **m** Kolgomorov–Smirnov **b**, **d**, **e**, **g**, **i**, **j**, **p**–**r** two-way ANOVA with Bonferroni post correction. **k** Significance of gene overlaps was calculated by using a hypergeometric distribution: *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

To corroborate our findings of improved metabolic control upon *Mafg* silencing during obesity using independent approaches, we repeated our RNAi studies using N-acetyl galactosamine (GalNAc)-conjugated *Mafg* and Control antisense oligonucleotide (ASO) inhibitors. In addition, given the presence of three, presumably functionally redundant^51^, smMAF isoforms in the liver, we silenced *Mafg* in the liver of HFD-fed C57BL/6 or global MafF^−/−^/MafK^−/−^ double-knockout (DKO) mice. After 2 weeks of initial ASO administration, mice were fed HFD for 18 weeks. As for LNA-evoked *Mafg* ablation, *Mafg* ASO sustainably reduced *Mafg* mRNA and protein not only in the liver, but also in the kidney, vWAT, and SKM (Fig. 4n), yet did not affect *Maff* and *Mafk* expression (Supplementary Fig. 3i). Also similar to our previous study by using *Mafg* LNAs, in the absence of overt BW changes (Fig. 4o), *Mafg* loss improved insulin sensitivity (Fig. 4p, q), yet no changes in glycemia, insulin, and triglyceride levels were observed (Supplementary Fig. 3j). Crucially, ablating *Mafg* upon preexisting *Maff*/*Mafk* deficiency resulted in further improvements in insulin sensitivity (Fig. 4r). Thus, we here demonstrate that *Mafg* loss using two independent RNAi approaches improved glucose metabolism and insulin sensitivity, particularly in obese mice.

### LincIRS2 knockdown causes insulin resistance in lean mice

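The lncRNA 4833411C07Rik (LincIRS2) is annotated on the plus strand of chromosome 8 of GRCm38 from 10899922 to 10903893, with 2 transcripts. Irs2 is annotated on the minus strand of the same chromosome from 10984681 to 11008458, so that its transcription starts at the higher coordinate and its 3′ end faces LincIRS2. The nearest edges of the annotated genes are 80.8 kb apart, and their transcription starts 109 kb. In the deposited table, which lists merged loci, LincIRS2 spans 10898169 to 10918200 and Irs2 spans 10984681 to 11054541, a range that also holds the plus-strand gene 9530052E02Rik, and the nearest edges of these loci are 66.5 kb apart. The annotation places 4 genes between LincIRS2 and Irs2. On the other side of LincIRS2, the locus of B930025P03Rik ends 3.79 kb from the LincIRS2 locus. The annotated gene B930025P03Rik ends 17.5 kb from the annotated LincIRS2, and Gm45044 lies between them. The annotated gene Gm2814, on the minus strand from 10898169 to 10900558, overlaps LincIRS2 by 637 bp, and the table has no locus under its name. The deletion that the paper made in the knockout mice, from 10899861 to 10900279, covers all 230 bp of the annotated first exon of LincIRS2. It lies within Gm2814, and by these coordinates it removes 419 bp of that gene but 0 of its exon bases. Whether the deletion alters transcription of Gm2814 was not tested.

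**Figure D2:**
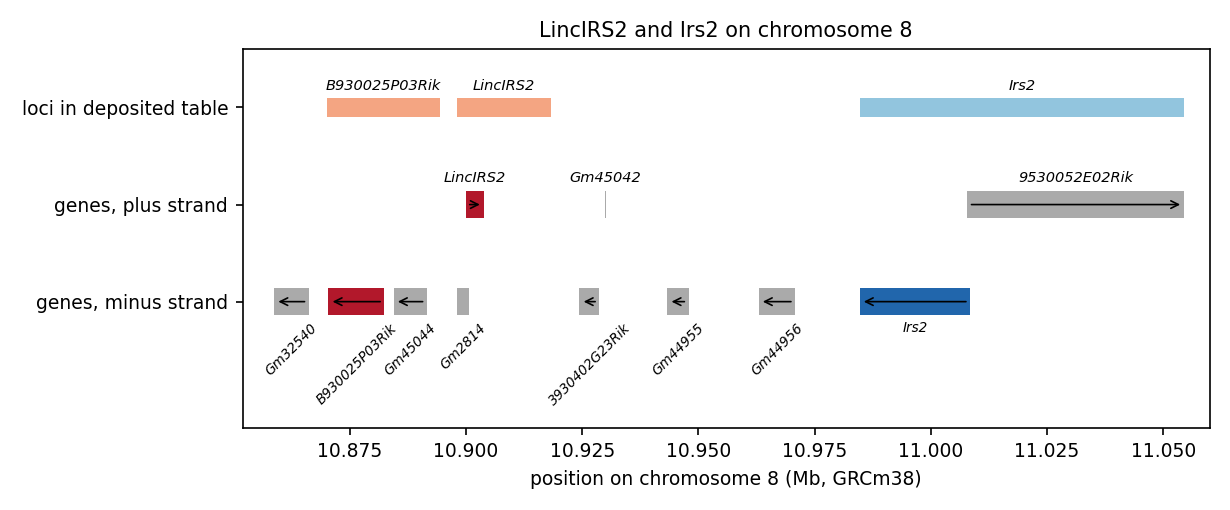
Map of chromosome 8 (GRCm38, position in Mb) with the annotated genes on the plus and the minus strand and the loci of the deposited table, where arrows show the direction of transcription. LincIRS2 and B930025P03Rik are red, Irs2 is blue, and LincIRS2 lies at lower coordinates than Irs2, 80.8 kb from its nearest edge.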

Having demonstrated that loss of MAFG not only improved glucose homeostasis and insulin sensitivity but also, concurrently, controlled lncRNA abundance in the liver, we asked if MAFG-repressed lncRNAs are implicated in liver metabolism focused on characterizing MAFG-dependent L-DIO-lncRNA *4833411C07Rik*, which we refer to as “*LincIRS2*” due to its positioning 80 kb 5′ of *Irs2* (Supplementary Fig. 4a) in the following. As expected from our previous *Mafg* overexpression data, *LincIRS2* was induced in livers from *Mafg* LNA and *Mafg* ASO-treated C57BL/6N mice (Fig. 5a). As obesity represents a complex scenario of dysregulated glucose, insulin, lipid, and hormone homeostasis that all affect liver energy metabolism^1^, we investigated which obesity-related nutrients, hormonal factors, and nutrient-sensitive TFs, in addition to MAFG, regulated *LincIRS2*. For this, we expressed constitutively active (ca) versions of metaboregulatory TFs in primary hepatocytes, including glucose-sensing MLX-interacting protein like/carbohydrate response element-binding protein (caMLXIPL/ChREBP^52^), FOXO1 (caFOXO11^53^), or lipogenic caSREBP1C^54^. We found that *LincIRS2* was induced upon catabolic caFOXO1 and caChREBP expression in primary hepatocytes (Fig. 5b) in addition to fasting–mimicking cyclic adenosin-3′,5′-monophosphate (cAMP) and glucagon (GCG) stimulation (Fig. 5c). On the other hand, insulin (with or without glucose co-stimulation) repressed *LincIRS2* (Fig. 5d), whereas IR knockout in liver induced *LincIRS2* (Fig. 5e). Concomitantly, constitutive active versions of (insulin-dependent) SREBP1C (caSREBP1) decreased *LincIRS2* expression (Fig. 5f). Thus, *LincIRS2* inversely correlates with MAFG and insulin signal transduction across several in vitro and in vivo models of altered signaling and nutritional states.

**Fig. 5:**
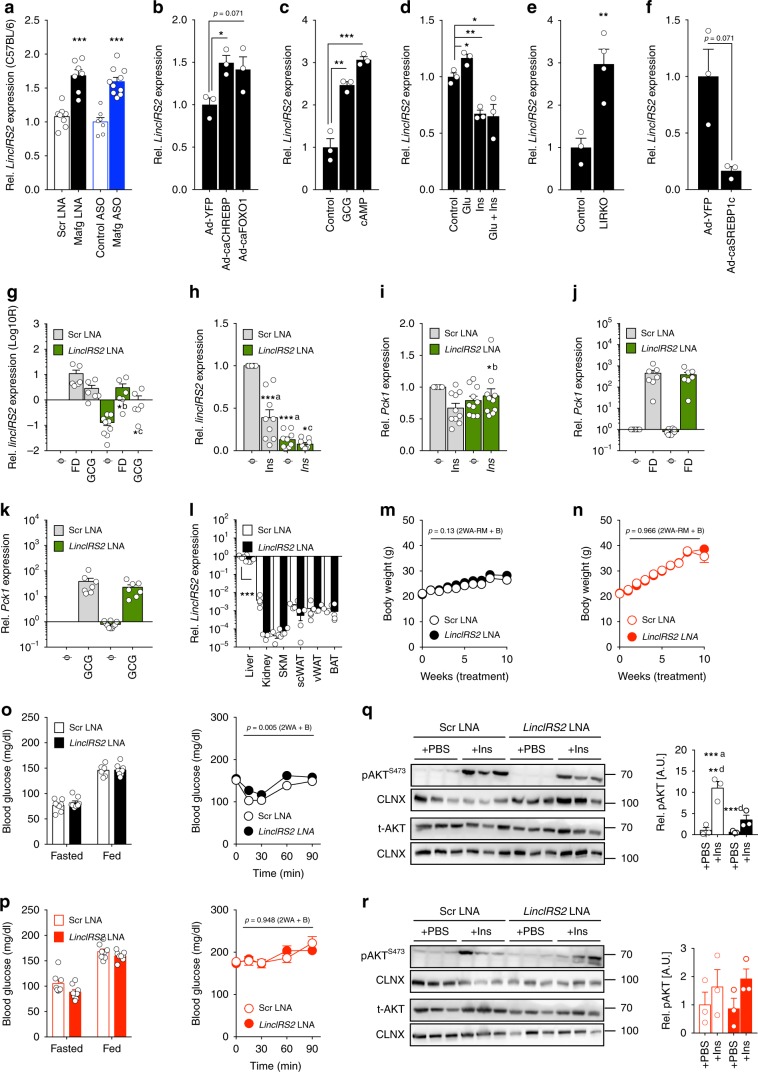
Knockdown of MAFG-dependent LincIRS2 causes mild insulin resistance in lean mice. **a** qPCR of *LincIRS2* expression in the liver from C57BL/6N mice treated with Scr LNA (*n* = 7), *Mafg* LNA (*n* = 8), Control ASO (*n* = 10), or *Mafg* ASO (*n* = 7). **b**–**f** qPCR for *LincIRS2* expression in primary hepatocytes after **b** 24 h of transduction with adenoviruses (Ad)-expressing caChREBP and caFOXO1, **c** 16 h of 200 nM GCG and 100 µM cAMP, **d** 6 h of 27.5 mM glucose, and/or **e** 100 nM insulin in livers from mice with hepatocyte-specific IR knockout vs. Cre-negative Controls^59^ (*n* = 3). **f** Twenty-four hours after transduction of primary hepatocytes with Ad-caSREBP1c. **g** qPCR of *LincIRS2* expression after transfection of primary hepatocytes with 100 nM *LincIRS2* or Scr LNAs and 6 h of stimulation with **g** FD and GCG or **h** insulin. **g**, **h** *n* = 6–10 independent experiments, each in triplicate. **i–k** qPCR of *Pck1* expression after transfection with 100 nM *LincIRS2* or Scr LNAs and 6 h of stimulation with **i** insulin, **j** FD, or **k** GCG. **i**–**k** *n* = 5–10 experiments, each in triplicates. **l** qPCR of *LincIRS2* expression in indicated tissues from 21-week-old CD-fed mice after 15 weeks of 10 mg kg^−1^ *LincIRS2* or Scr LNA (*n* = 4) treatment. **m**, **n** Body weight in **m** CD- and **n** HFD-fed C57BL/6N mice during 15 weeks of *LincIRS2* LNA or Scr LNA (*n* = 8) treatment. **o** Fasted and random-fed GTT and ITT in CD-fed 12- and 11-week-old C57BL/6N mice after 6 and 5 weeks of *LincIRS2* or Scr LNA (n = 8) treatment. **p** Fasted and random-fed glucose and ITT in HFD-fed 12- and 11-week-old C57BL/6N mice after 6 and 5 weeks of *LincIRS2* or Scr LNA (*n* = 8 each) treatment. **q**, **r** Representative immunoblot and densitometry of t-AKT and pAKT^S473^ in **p** CD- or **r** HFD-fed C57BL/6N mice after 15 weeks of *LincIRS2* or Scr LNA treatment injected with 2.5 µl g^−1^ BW NaCl 0.9% or 0.1 U/mouse insulin (*n* = 3). Bar graphs represent mean ± s.e.m. with all data plotted and statistical differences calculated using (**a**–**i**), **l** unpaired, two-tailed Student’s *t* test. **q** One-way ANOVA or **m**–**p** two-way ANOVA with Bonferroni post correction for multiple testing. *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

We next asked if, like MAFG, *LincIRS2* is involved in hepatic glucose control. LNA-mediated *LincIRS2* knockdown in primary hepatocytes was highly efficient under basal, FD, GCG, and insulin-stimulated conditions (Fig. 5g, h). Crucially, *LincIRS2*-deficient primary hepatocytes did not exhibit suppression of *Pck1* expression upon insulin stimulation (Fig. 5i). These data suggested in vitro insulin resistance upon *LincIRS2* silencing as, in contrast to *Mafg*, *LincIRS2* RNAi did not increase *Pck1* expression under basal, FD, and GCG stimulation (Fig. 5j, k).

We next investigated the consequences of *LincIRS2* knockdown in vivo by performing biweekly injections of LNAs targeting *LincIRS2*. *LincIRS2* silencing reduced 50% of liver and kidney *LincIRS2* in lean mice (Fig. 5l), and again, we observed no differences in BW between genotypes in CD- or HFD-fed mice (Fig. 5m, n). *LincIRS2* LNA-treated lean mice were normoglycemic (Fig. 5o, *left*), yet mildly insulin resistant (Fig. 5o, *right*), whereas *LincIRS2* LNA-treated obese mice were unaffected, presumably due to preestablished insulin resistance in these animals (Fig. 5p). In line with this, *LincIRS2* RNAi reduced insulin-mediated AKT/PKB phosphorylation of serine 473 in livers from lean (Fig. 5q) but not obese (Fig. 5r) mice in the absence of changes to glucose tolerance (Supplementary Fig. 4b) or hepatic lipid accumulation (Supplementary Fig. 4c). RNA-Seq analysis of *LincIRS2* LNA-treated livers confirmed the deterioration of metabolism at the transcriptome-wide level as DGE in *lincRS2*-deficient lean mice revealed similar gene sets affected as in Scr LNA-treated obese mice (Supplementary Fig. 4d, Supplementary Data 7 and 9).

### Knockout of LincIRS2 causes elevated glucose levels in mice

Given the mild deterioration of metabolism upon transient *LincIRS2* knockdown in LNA-treated mice, we wanted to address the role of *LincIRS2* in glucose metabolism using a genetic model. For this, we employed CRISPR/Cas9 genome editing in order to target a 418-bp region encompassing exon 1 and the putative promoter region (marked by H3K4me3 and H3K9Ac, Supplementary Fig. 4f–i) of *LincIRS2*. Sanger sequencing of the *LincIRS2* allele confirmed a 426-bp deletion, together with a 5-bp insertion of the desired genomic *LincIRS2* locus (Supplementary Fig. 4j). Homozygous C57BL/6N-*LincIRS2*^*em/Cecad*^ knockout mice (termed *LincIRS2*^*∆/∆*^) exhibited complete absence of *LincIRS2* expression (Supplementary Fig. 4k), were born at Mendelian frequencies, and exhibited no developmental or behavioral abnormalities, changes in BW, energy expenditure, or substrate mobilization (Supplementary Fig. 4l–n). Lean *LincIRS2*^*∆/∆*^ mutants exhibited elevated blood glucose levels under fasted and fed conditions (Fig. 6a) and glucose levels remained high after insulin (Fig. 6b) or glucose challenge (Fig. 6c). Interestingly, *LincIRS2*^*∆/∆*^ mice showed elevated gluconeogenic *G6pc*, *Pck1*, and *Foxo1* (Fig. 6d), oxidative *Acyl-CoA Oxidase 1* (*Acox1*) and *Carnitine Palmitoyltransferase 1A* (*Cpt1a*, Fig. 6e), *insulin receptor substrate* (*Irs*) 1 and 2 (Fig. 6f), and *Slc2a1-2* glucose transporter expression (Fig. 6g), suggesting altered transcriptional regulation of these enzymes underlying the elevated glycemia in these mice.

**Fig. 6:**
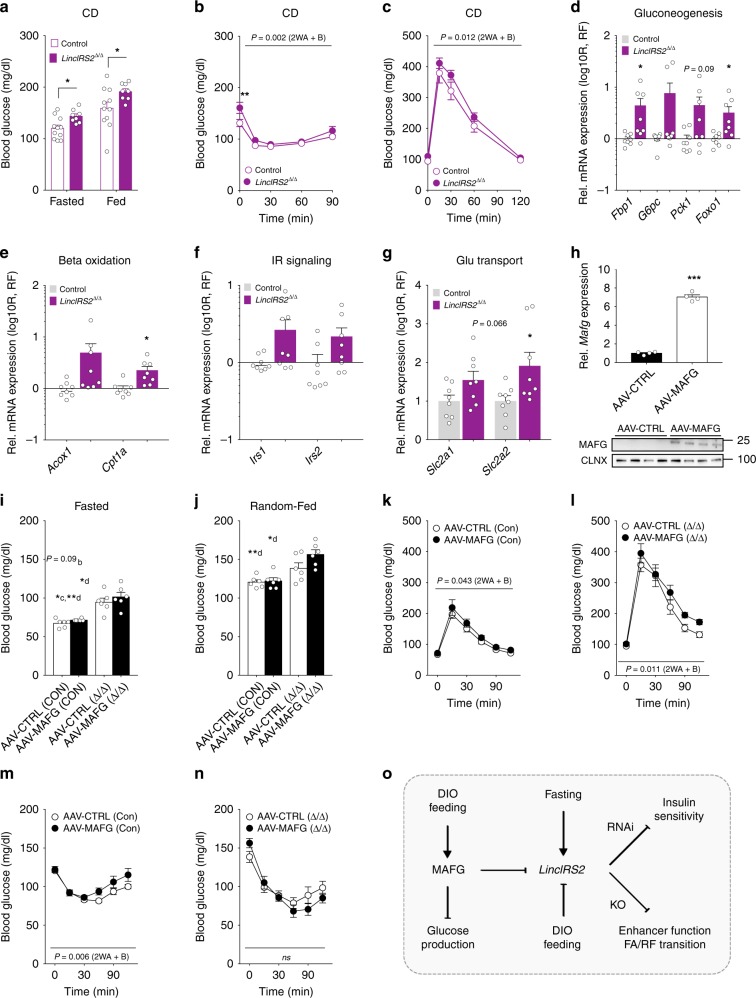
CRISPR-mediated deletion of LincIRS2 impairs glucose metabolism in lean mice. **a** Fasted and random-fed glucose in CD-fed 12-week-old *LincIRS2*^*∆/∆*^ mutant mice (*n* = 8) vs. wild-type littermates (*n* = 11). **b** ITT in 11-week-old and **c** GTT in 12-week-old, CD-fed *LincIRS2*^*∆/∆*^ (*n* = 8) vs. Control mice (*n* = 11). **d**–**g** qPCR of **d** gluconeogenic **e** oxidative **f** IR signaling and **g** glucose transporter expression in 8–15-week-old *LincIRS2*^*∆/∆*^ vs. *LincIRS2*^*∆/wt*^ (*n* = 8) mice. **h** Hepatic qPCR and immunoblot (*n* = 4) from 18- to 20-week-old C57BL/6N 10 weeks after i.v. injection with 1× 10E11 genomic copies/animal encoding AAV8-CTRL or AAV8-MAFG. Fasted **i** and random-fed **j** glucose. **k**, **l** GTT and **m**, **n** ITT in CD-fed 18–20-week-old *LincIRS2*^*∆/∆*^ vs. C57BL/6N Controls (*n* = 12 each) with half of mice in each genotype (*n* = 6) i.v. injected with 1× 10E11 genomic copies/animal AAV8-CTRL or AAV8-MAFG. **o** Illustration of MAFG and *LincIRS2* in regulation of hepatic glucose metabolism. Bar graphs represent mean ± s.e.m. with all data plotted and statistical differences were calculated using **a**, **d**–**h** unpaired, two-tailed Student’s *t* test. **i**, **j** One-way ANOVA with Bonferroni post correction for multiple testing. **b**, **c**, **k**–**n** Two-way ANOVA with Bonferroni post correction for multiple testing. Superscripts depict group comparisons for post analysis (a–f = comparison vs. columns 1–6) *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

Finally, and to test if *LincIRS2* synergized with MAFG function, we overexpressed *Mafg* using adeno-associated viruses in C57BL/6 and *LincIRS2∆/∆* mice. Adeno-associated virus serotype 8 (AAV8)-mediated overexpression (AAV8-MAFG) increased *Mafg* mRNA and protein (Fig. 6h), but did not alter fasted or random-fed glucose levels (Fig. 6i, j). Intriguingly though, driving *Mafg*, alone or coupled to *LincIRS2 loss*, again caused glucose intolerance to similar extents, arguing for synergistic roles of MAFG overexpression and *LincIRS2* deletion (Fig. 6k, l) in glucose metabolism. Conversely, delivery of *Mafg* alone caused insulin resistance (Fig. 6m), but not when coupled to *LincIRS2* loss (Fig. 6n), suggesting independent roles in regulating insulin sensitivity. Taken together, our data identified a transcriptional pathway where MAFG acts as a repressor of metabolically regulated hepatic lncRNAs. We identified a specific MAFG-repressed lncRNA, *LincIRS2*, that contributed to glucose homeostasis and insulin-mediated suppression of hepatic glucose production in mice. Either genetic *LincIRS2* deletion or *LincIRS2* RNAi in vivo impaired glucose metabolism, albeit to different degrees, and presumably, via different molecular mechanisms.

Collectively, we demonstrated a hitherto unknown role for MAFG in serving as intracellular sensor of systemic nutrient states, where changes in MAFG signal transduction are coupled to alteration of hepatic glucose homeostasis. Further, increased MAFG signaling partly explained the initial observation of opposite regulation of lncRNAs vs. mRNAs during DIO and T2D. 

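LincIRS2 (4833411C07Rik) was measured in 7 tissues of lean mice on control diet, with 1 library per tissue. The locus on its annotated strand had 6.87 FPKM in liver, 0.487 in brown adipose tissue, 0.239 in subcutaneous adipose tissue, 0.209 in visceral adipose tissue, 0.198 in kidney, 0.114 in skeletal muscle and 0.0929 in cortex. The log2 ratio of liver over brown adipose tissue was 3.57 at this locus. The locus on the opposite strand, which the table lists under the same name, had 15.1 FPKM in liver, 0.921 in brown adipose tissue, 0.455 in visceral adipose tissue, 0.369 in kidney, 0.360 in subcutaneous adipose tissue, 0.316 in skeletal muscle and 0.159 in cortex. The minus-strand gene Gm2814, which overlaps LincIRS2 and has no locus under its own name, is annotated on that strand, so the table does not show which of the 2 genes these values belong to. Between liver and the other 6 tissues, the authors' cuffdiff p values for the annotated strand range from 0.0396 to 0.168 and their q values from 0.708 to 0.826, and 0 of the 6 comparisons are significant in the authors' deposited table. For the opposite strand, the authors' p values range from 0.217 to 0.360.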

One molecular effector mechanism of how excessive MAFG activity during DIO translated into glucose alterations is repression of liver-selective *LincIRS2*, which itself integrated anabolic and catabolic metabolites and TF responses (illustrated in Fig. 6o). In vivo genome editing and RNAi against *LincIRS2* revealed roles for this MAFG-lncRNA axis in ensuring hepatic glucose handling and maintenance of insulin sensitivity.

## Discussion

Our results establish the TF MAFG as a regulator of energy-rich nutrient states in the liver, both in postprandial responses and during metabolic diseases like obesity and type 2 diabetes. Mechanistically, we demonstrated that MAFG controls a specific set of obesity-associated hepatic lncRNAs that are repressed in obese livers, in addition to the known function of MAFG in bile acid regulation^40^.

Our results show little evidence for co-regulation with only four disease-associated syntenically conserved lncRNAs in human and mouse livers (Supplementary Data 13) when performing comparative lncRNA analyses using PLAR^55^. This may be due to (1) misannotation of gene biotypes, as not every lncRNA transcript truly represents a noncoding transcript, evidenced, e.g., by the high protein-coding potential of lncRNA *Gm10319*, (2) due to the fact that lncRNA conservation at the structural and function level is hard to address computationally^56^, or (3) conservation of disease-associated lncRNAs simply is low as shown in other cell types^57^. Another caveat lies in the low number of obesity-associated lncRNAs we identified here. This limits the statistical power of TF motif enrichment algorithms. However, other in silico studies came to similar conclusions in terms of smMAF TFBS enrichment in long noncoding RNA promoters^31,32,35^.

In our study, we found that MAFG signaling activity was reduced during fasting, which has not been previously reported. We then analyzed both MAFG and its known interaction partner NRF1/NFE2L1 during nutrient deprivation and found that, while both *Nrf1/Nfe2l1* and *Mafg* mRNA were mildly induced, NRF1/NFE2L1, but not MAFG protein, was profoundly upregulated during fasting (Supplementary Fig. 5a, b). By reanalyzing publicly available hepatic RNA-Seq data performed in mice with hepatocyte-specific deletion of NRF1/NFE2L1^58^ (GEO ID: GSE103949), we found that NRF1/NFE2L1 ablation resulted in strikingly similar expression profiles compared with MAFG overexpression (Supplementary Fig. 5c). These data suggested that the interaction of MAFG with NRF1/NFE2L1 constitutes an important regulatory step during fasting in the liver: recruitment of MAFG into NRF1/NFE2L1:MAFG heterodimer complexes, for instance after fasting-induced increases in NRF1/NFE2L1 protein would, in turn, reduce MAFG target gene expression (as during fasting), consistent with a notion where NRF1/NFE2L1 deficiency and MAFG overexpression increase pools of “free” MAFG homodimers with known gene-repressive functions^36,37^. Although we have not directly addressed the binding partners of MAFG under different nutrient stress conditions, our data suggest that competition between NRF1/NFE2L1 and MAFG is important for liver physiology: as found for MAFG gain of function^40^, NRF1/NFE2L1 inactivation in the liver downregulated genes involved in cholesterol to bile acid conversion, e.g., *Cyp7b1*^58^. This suggests that, whereas NRF1/NFE2L1 suppresses inflammation and promotes bile acid synthesis^40^, MAFG overexpression induces hepatic inflammation (Fig. 5k) and suppresses bile acid conversion^40^, in addition to suppressing key regulatory lncRNAs such as *LincIRS2* (Supplementary Fig. 5d, e and Supplementary Data 11). Whether the MAFG-dependent regulation of lncRNAs (e.g., *LincIRS2*), or the MAFG-dependent regulation of coding mRNAs are key in mediating the MAFG-dependent changes in energy-rich nutrient states remains to be determined. However, our data suggest that the MAFG-dependent regulation of coding and noncoding mRNAs is complimentary, suggesting that both are required to elicit the full response.

Ultimately, our findings could also indicate that MAFG pathway inhibition, or NRF1/NFE2L1 activation, could generally favor energy-preserving processes where transcription of long noncoding RNAs does not require subsequent mRNA translation. Conversely, postprandial or obesity-associated activation of MAFG would trigger energy-demanding, anaplerotic processes like an increase in cellular proliferation and protein synthesis as a consequence of mTOR-4E-BP1 pathway activation.

## Methods

### Animal care and research diets

All animals were maintained on a C57BL/6N background, housed in groups of 3–5 animals per cage at 22–24 °C on a constant 12-h light/dark cycle in a SPF-controlled facility with regular testing for pathogens. Care of animals and all mouse research was approved by and we adhered to institutional and animal-care committee ethical guidelines from local (Bezirksregierung Köln) or regional (Tierschutzkommission accession no. §15 TSchG of the Landesamt for Natur, Umwelt und Verbraucherschutz (LANUV) North-Rhine Westphalia, Germany, internal reference no. Az-84-02.04-2016.A460) authorities. Upon weaning, mice were fed standard rodent chow (Teklad Global Rodent T.2018.R12; Harlan). For experiments involving controlled feeding paradigms, animals were allowed AL access to CD (D12450B* mod LS; Sniff) containing 62 kJ% carbohydrates, 27 kJ% protein, and 11 kJ% fat and drinking water. DIO was achieved by feeding a HFD (D12492 (I) mod; Sniff) containing 22 kJ% carbohydrates, 24k J% protein, and 54 kJ% fat from starting at 6–7 weeks of age. Experimental mice were exposed to specific diets for 10–12 weeks and 17–18 weeks old at sacrifice unless described otherwise. Six-month-old LIRKO^59^ (Albumin-*Cre*^+/−^, *IR*^*flox/flox*^) and littermate control (Albumin-*Cre*^−/−^, *IR*^*flox/flox*^) animals were used.

### RNA isolation and total RNA-Sequencing

Liver samples used for total RNA-Sequencing (RNA-Seq) were from male, 36-week-old C57BL/6N mice exposed to CD (*n* = 3) or HFD (*n* = 3) feeding for 30 weeks, starting at 6 weeks of age. RNA-Seq of C57BL/6N liver mice exposed to different nutrient states was performed in liver samples from male, 17-week-old, lean AL (*n* = 4), AL followed by 16 h of fasting (FA, *n* = 4), and FA followed by 6 h of RF (*n* = 4) mice. For RNA-Seq from a genetic model of obesity and T2D, male *BKS.Cg-Dock*^*7m+/+*^*; LepR*^*db*^*/J* (*db/db*) mice and *BKS.Cg-Dock*^*7m+/+*^ *(misty/misty)* control mice were purchased from Jackson Laboratory or Janvier Labs. We used *misty* mice as control animals, as they are the littermates of *db/db* mice generated on the BKS.Cg-Dock^7m+/+^ *LepR*^*db*^/J background (*n* = 4 mice per genotype). Tissues were collected at 10 weeks of age. RNA-Seq was also performed in lthe iver from mice treated with adenoviruses expressing *Mafg* cDNA (Ad-MAFG, *n* = 3) or empty vector (Ad-CMV, *n* = 3) under control of mouse cytomegalovirus (CMV) promoter^40^. Briefly, cDNAs for mouse MAFG, were cloned from whole-liver cDNA into pAdTrack CMV plasmids. For animal experiments, 1× 10E9 plaque-forming units were used, and tissues were collected after 5–7 days of viral treatment. RNA-Seq was also performed in the liver from 21-week-old male mice exposed to CD or HFD and injected 15 weeks with control (Scr), *Mafg*, or *LincIRS2* LNA (*n* = 4 per genotype and diet). Human liver samples used for RNA-Seq were obtained from male individuals that were with lean and nondiabetic (*n* = 4; age 60.75 ± 9, body mass index (BMI) 23.52 ± 1.36, Patient IDs: 11_ 0381WSC, 13_1651HRU, 135_1311WER, and 155_3141AZE), obese and nondiabetic (*n* = 4; age 38.5 ± 13.42, BMI 51 ± 2.98, Patient IDs: 31_0311RAN, 32_0861NSC, 37_1941JRO, and 98_0121STR), overweight, diabetic (*n* = 2; age 75.5 ± 0.7, BMI 26 ± 1.41, Patient IDs: 54_0951LZU, 56_1781DGR, 95_1701GBO, and 152_3011FHE), and obese and diabetic (*n* = 2; age 44 ± 2.8, BMI 48.25 ± 20.85). All patients gave written informed consent, and approval of the ethics committee of the University of Ulm was obtained^29^. Library preparation and sequencing was performed at (1) Max-Planck Genome-Centre (MP-GC, HFD vs. CD cohort) or (2) the Cologne Center for Genomics (CCG), Germany (others). Following quality checks, 1 µg of total liver RNA of each sample was (1) depleted for rRNA using NEBNext® rRNA depletion Kit (human/mouse/rat). Library preparation was performed with NEBNext Ultra^™^ Directional RNA Library Prep Kit for Illumina (New England Biolabs) or (2) depleted for cytoplasmic and mitochondrial rRNA with Ribo-Zero Gold (LNA Cohort) or Ribo-Zero and strand-specific library preparation performed using TruSeq RNA Gold Kit from Illumina. All libraries were sequenced on (1) HiSeq2500 in 2 × 100-bp PE or (2) HiSeq 4000 instruments in 2 × 75 PE sequencing mode.

### RNA-Sequencing data processing

1. Mouse RNA-Seq was processed utilizing the GRCm38 assembly of the mouse genome as gene sets from Ensembl release 90^60^. Biotype and gene features were added manually using Ensembl Biomart. The pipeline consists of six steps: (i) barcode and adapter removal using flexbar 3.4.0^61^, (ii) computational rRNA depletion by filtering reads that map to known rRNAs in mice using Bowtie2 2.2.9^62^, (iii) alignment of non-rRNA reads to the mm10 reference genome using STAR 2.6.0c^63^, (iv) transcript assembly using cufflinks followed by (v) cuffmerge, and (vi) cuffdiff performs DGE analysis between experimental conditions via Cufflinks suite 2.2.1^64^.
2. Human RNA-Seq data were analyzed using QuickNGS^65^, version 1.2.2, based on Ensembl release 82. In brief, reads were mapped to GRCm38 assembly of the human genome using Tophat2^66^, version 2.0.10, and reassembled with Cufflinks, version 2.1.1. DGE was analyzed using the DESeq2^67^, version 1.10.1. The results were uploaded to the QuickNGS database and combined with multiple annotations using the biomaRt package version 2.16.0.

### Gene overlap analysis

Overlap of regulated gene sets were performed with “*venneuler*” package for R using genes defined under (1) in the paragraph above. The *p* value of the overlap was calculated using hypergeometric distribution

$$p = \mathop {\sum }\limits_{i = k}^{\min \left( {m,n} \right)} \frac{{\left( {\begin{array}{*{20}{c}} m \\ i \end{array}} \right)\left( {\begin{array}{*{20}{c}} {N - m} \\ {n - i} \end{array}} \right)}}{{\left( {\begin{array}{*{20}{c}} N \\ n \end{array}} \right)}}$$

where *N* is the total number of testable genes, *m* is regulated genes in study A, *n* is regulated genes in study B, and *k* is genes overlapping studies A and B.

### Ingenuity pathway analysis

IR, FOXO1, and SREBP1C/SREBF1 were loaded as seed gene nodes into IPA and expanded into TF-dependent networks by using the “grow” option with molecular interactions limited to “direct” and “downstream” effects. These manually curated pathways were overlaid with DGE information from RNA-Seq in HFD- vs. CD-fed C57BL/6N mice.

### Promoter analyses and motif enrichment analysis

1. For enrichment analyses of known TFBS using AME^33^ functionality of MEME^34^, RNA-Seq data of livers from mice on CD or HFD feeding were aligned to mm10 using STAR^63^, and transcriptome assembly and DGE analyses performed using CuffLinks/CuffDiff^68^, respectively. Significantly altered mRNAs and lncRNAs were defined by *p* value ≤ 0.1 and L2R > 0 or <0. lncRNAs and mRNAs were defined by filtering for biotypes “*bidirectional_promoter_lncRNA*”, “*lincRNA*”, “*sense_intronic*”, “*sense_overlapping*”, “*antisense*”, and “*protein-coding*” using annotations from Ensembl Biomart Version 90. Promoter sequences (defined as −800/+100 bp from TSS) of each biotype class were extracted and enriched TFBS motifs identified using commands “*ame–verbose 1–oc–bgformat 1–scoring avg–method ranksum–pvalue-report-threshold 0.05 db/JASPAR/JASPAR2018_CORE_vertebrates_non-redundant.meme db/MOUSE/uniprobe_mouse.meme*”.
2. For de novo enrichment analyses of TFBS motifs using HOMER, mRNA, and lncRNA promoter sequences from (1) were used as input for HOMER de novo motif analyses (findMotifsGenome.pl) using indicated promoter lists as background. De novo motif analyses were collapsed to motifs known to bind TFs found expressed in at least one condition in the RNA-Seq data (CD/HFD), using the curated motif list from the IMAGE pipeline^69^.

### Chromatin-immunoprecipitation (ChIP) sequencing analysis

Previously published public BLRP ChIP-seq data from livers of mice transduced with adenoviruses overexpressing BLRP-MAFG fusion protein (GEO ID: GSE77559) were used as proxy for MAFG cistromes in the liver. The ChIP-seq data were aligned to mm10 genome using STAR^63^, and BLRP-MAFG peaks were called in each replicate (*n* = 2) using findPeaks function in HOMER^38^. The peak lists were merged using mergePeaks function in HOMER and only peaks called in both replicates were retained for downstream analyses.

### In vivo RNAi using LNAs

RNA-interference (RNAi)-mediated silencing of *Mafg* and *LincIRS2* was performed using custom-made LNA GapmeRs that were designed and synthesized by Exiqon, Denmark to target murine *Mafg* and *LincIRS2* (*Mafg*, *LincIRS2* LNA). A negative control with no homology to known mouse transcripts was used as control LNA. Four-week-old C57BL/6N male mice were obtained from Charles River and acclimated for 2 weeks, followed by intravenous (i.v.) injection of 10 mg kg^−1^ BW LNA dissolved in 0.9% NaCl once every other week for 15 weeks starting from 6 weeks of age. One week after the start of injection series, mice were placed on CD or HFD for 14 weeks. Insulin and glucose tolerance test (ITTs and GTTs) were performed at 6 and 7 weeks of diet, respectively.

### In vivo RNAi using antisense oligonucleotides (ASO)

Six- to seven-week-old male C57BL/6N mice or *Maff/Mafk*-null (double knockout, DKO) mice were injected weekly with 5 mg kg^−1^ Gal-Nac-conjugated *Mafg* or Control ASO at a concentration of 1 mg/mL dissolved in 1× phosphate-buffered saline (PBS), for 20 weeks. Two weeks after the first injection, mice were placed on HFD for 18 weeks. ITT was performed at 9 weeks on diet, and GTT was performed at 10 and 16 weeks on diet.

### Generation of LincIRS2^∆/∆^ knockout mice using CRISPR/Cas9

Generation of a mouse model for genetic *LincIRS2* deficiency (*LincIRS2*^*∆/∆*^) was performed using CRISPR/Cas9 genome editing where a 426-bp deletion (chr8: 10,899,861–10,900,279) and a 5-bp insertion, encompassing the presumed promoter region (defined by occurrence of histone 3 lysine 4 trimethylation (H3K4me3) near the *LincIRS2* TSS in murine liver, based on NIH Epigenomics Roadmap information^70^) and exon 1 of *LincIRS2* (GRCm38/mm10) were excised. To this end, guide RNAs (gRNAs, sequences provided in Supplementary Data 10) were designed using CRISPOR^71^ and gRNAs with highest specificity scores (≥50) chosen, yet gRNAs with predicted off-target effects for 1 or 2 occurring mismatches excluded. After gRNA identification, target-specific CRISPR RNAs (crRNAs) were incubated with generic transactivating crRNAs (tracrRNAs, Integrated DNA Technologies) to form the active gRNA. Next, annealed gRNAs were incubated with Cas9 proteins to obtain functional ribonucleoprotein complexes. Pronuclear injections of CRISPR/Cas9 complexes into fertilized oocytes of C57BL/6N females were performed at the CECAD in vivo Research Facility^72^. Briefly, we employed pronuclear injection of CRISPR/Cas9 components into C57BL/6NRj zygotes, which were then implanted into pseudopregnant RjHan:NMRI females. Synthetic target-specific crRNA and sequence-independent tracrRNA molecules were purchased from commercial distributors. Shortly before injection, crRNAs and tracrRNAs were co-incubated with recombinant Cas9 proteins, and to enhance the efficacy of CRISPR/Cas9 genome editing, we added Cas9-encoding mRNA to the injection mix. Healthy, CRISPR/Cas9-injected oocytes were subsequently implanted into oviducts of pseudopregnant 0.5 postcoital foster females. Finally, offspring born from implanted oocytes was analyzed via DNA sequencing, and in the case of successful CRISPR/Cas9-mediated *LincIRS2* knockout, bred to C57BL/6N mice to create C57BL/6-*LincIRS2*^*em1Cecad*^ transgenic mouse lines. Genotyping primers are available in Supplementary Data 10. For each of the two gRNAs, the top five sites of predicted off-target Cas9 activity were investigated using Sanger Sequencing, and no changes to the GRCm38/mm10 genomic sequence were detected (Supplementary Data 14).

### Adeno-associated virus (AAV)-mediated MAFG overexpression

PscAAV8-MAFG-HA encoding plasmids were produced by replacing luciferase (Luc) coding sequence in pscTTR-luc by the respective sequences. AAV8 was produced in HEK293 cells using the triple-transfection method. Specifically, the AAV helper plasmid pXR8, the adenoviral helper plasmid pXX6, and the vector plasmid (pscTTR-luc, pscAAV-MAFG-HA) were transfected in 1:1:1 molar ratio using CaP method. Forty-eight hours post transfection, cells were harvested and lysed. Following benzonase treatment and a low-speed centrifugation preclearing step, preparation was purified by iodixanol step gradient purification. Genomic titer was determined by qPCR using ITR-specific primers. C57BL/6N and *LincIRS2∆/∆* male mice were 8–10 weeks of age and *i.v*. injected with 10E^11^ vector particles/animal of genomic copies for AAV control (encoding Luc) or AAV-MAFG. Glucose and insulin tolerance test were performed at 8 and 9 weeks after injection.

### Isolation of primary hepatocytes and liver fractionation

Mouse primary hepatocytes were isolated from C57BL/6N mice livers by a classical two-step collagenase perfusion method^73^ with minor modifications as follows: mice were subjected to experiments around 8–12 weeks of age. Under anesthesia, mice were perfused via the portal vein with 50 ml of perfusion medium, followed by digestion with 50 ml of collagenase medium. After liver perfusion, dissociated cells from the liver were filtered through a 70-µm cell filter (BD Falcon) into DMEM, low glucose (Gibco) supplemented with 10% FBS and 1% penicillin–streptomycin (P/S), and centrifuged twice at 50*g* for 3 min to recover the pellet and the supernatant. Hepatocytes were obtained by resuspending the pellet in 30% Percoll and centrifuging at 150*g* for 7 min. For obtaining non-hepatocyte (non-parenchymal) cell fractions, the supernatant was centrifuged at 350*g*, and the resulting cell pellets centrifuged on a 20% (w/vol) Histodenz (Sigma) gradient. For fractionation analyses, both hepatocytes and non-parenchymal fractions were frozen immediately after isolation. For experiments in which hepatocytes were transfected and/or stimulated, cells were attached to six-well collagen I-coated plates (Costar) for 2 h and were grown in P/S-supplemented DMEM, low glucose (Gibco) without FBS overnight; they were then subjected to experimental procedures 24 h after isolation. The media were as follows: Perfusion medium, HBSS (Gibco) without magnesium or calcium and supplemented with 0.5 mM EGTA; collagenase medium, DMEM, low glucose (Gibco) supplemented with 15 mM HEPES and 100 collagen digestion units (CDU) ml^−1^ of collagenase, type IV (Worthington); 90% concentrated Percoll, 100% Percoll (Amersham) diluted with 10× HBSS (Gibco).

### Subcellular fractionation of primary hepatocytes

Subcellular fractions were obtained using freshly isolated primary hepatocytes using Nuclei Isolation Kits: Nuclei EZ Prep according to the manufacturer’s (Sigma Aldrich) protocol. Briefly, 5 × 10^6^ cells were centrifuged (5 min, 300*g*, 4 °C) and supernatants were discarded, whereas cell pellets were resuspended in 10 ml of PBS and centrifuged again (5 min, 300*g*, 4 °C). After removal of supernatants, 4 ml of ice-cold Nuclei EZ Lysis Buffer was added to cell pellets and the reaction tube vortexed briefly and kept on ice for 5 min. Following centrifugation (5 min, 300*g*, 4 °C), supernatants were kept for later analysis (cytoplasmic fraction), while pellets were resuspended in 4 ml of ice-cold Nuclei EZ Lysis Buffer, vortexed briefly, and kept on ice for 5 min. After a final centrifugation (5 min, 300*g*, 4 °C) supernatants were discarded and nuclei pellets resuspended in 200 µl of ice-cold Nuclei EZ Storage Buffer (nuclear fraction). If not directly processed for RNA isolation, cytoplasmic and nuclear fractions were stored at −80 °C.

### LNA-mediated gene knockdown of primary hepatocytes

Primary hepatocytes from C57BL/6N mice were cultured for 24 h at 37 °C and 5% CO_2_ before transfection of control (Scr), *Mafg*, and *LincIRS2 (4833411C07Rik)* LNAs (sequences provided in Supplementary Data 10). Lipofectamine RNAiMax was diluted 1:16 in DMEM. For a final concentration of 100 nM, the respective LNAs (stock 10 µM) were diluted 1:100 in DMEM. Both solutions were incubated for 5 min at room temperature. LNA and Lipofectamine solutions were mixed at equal volumes and incubated for 5 min. Cells were washed with prewarmed 1× PBS and 1.6 ml of DMEM without FBS added to each well. Four-hundred microliters of LNA/Lipofectamine mix was added and cells incubated for 24 h at 37 °C and 5% CO_2_ before changing the medium. For in vitro stimulation experiments, primary hepatocytes were washed with prewarmed 1× PBS and fresh medium added. Cells were stimulated with 100 nM Insulin (Sigma), Glucagon (0.1 mg ml^−1^, Sigma), 10 µM Forskolin plus 100 nM Dexamethasone (FD), or FD plus 100 nM Insulin (FDI), and incubated for 10 min, 6 h, or 24 h at 37 °C and 5% CO_2_, before harvesting cells for further experimental analysis.

### Quantification of glucose production

After 24 h of transfection, primary hepatocytes were washed with warm 1× PBS, and glucose-free DMEM (Gibco) supplemented with 100 mM sodium pyruvate was added in order to study cell-intrinsical glucose production. Stimulation with Fsk/Dex (10 µM/100 nM) with/without 100 nM insulin was performed for 24 h at 37 °C and 5% CO_2_. Supernatant medium of the cells was collected to measure endogenous glucose production with Glucose-Glo Assay Kits (Promega) following the manufacturer’s instructions.

### Adenoviral overexpression of metabolic TF in hepatocytes

Adenoviruses encoding YFP (Addgene plasmid #15302), constitutively active mouse FOXO1 (caFOXO1, Addgene plasmid #17547), and constitutively active mouse SREBP1c (caSREBP1C, Addgene plasmid #8883) were subcloned from plasmids (Addgene) into the adenoviral vector system pAd/CMV/V5-DEST^™^ (Invitrogen). A constitutively active mouse ChREBP lacking the N-terminal low-glucose inhibitory domain was PCR amplified from mouse liver cDNA^74^ and cloned into pAd/CMV/V5-DEST. Adenoviruses were amplified in HEK293A cells and purified by CsCl gradient centrifugation. Purified viruses were desalted with PD10 columns (GE Healthcare Life Sciences) and were titered with an Adeno-X Rapid Titer Kit (Clontech). Primary hepatocytes were treated with adenoviruses encoding aforementioned TF for indicated times. For in vitro stimulation experiments, cells were exposed to 100 µM cAMP or 200 nM GCG and incubated for 6 h or stimulated with 100 nM Insulin (Sigma) for 16 h, at 37 °C and 5% CO_2_, before harvesting cells for experimental analysis.

### Immunoblot analysis

For protein isolation, primary hepatocytes grown on six-well plates were washed gently one time with ice-cold 1× PBS and excess 1× PBS aspirated. Five-hundred microliters of RIPA lysis buffer (50 mM Tris-HCL, pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, 1% NP-40, 1× protease inhibitor (Sigma), and 1× phosphatase inhibitor (Roche)) was added to each well of the six-well plate and cells were scraped. Protein lysates were transferred to 1.5-ml Eppendorf tubes, snap-frozen in liquid nitrogen, and thawed on ice for three repeated cycles. Tissues were homogenized in 1 ml of RIPA Buffer using FastPrep 24G (MPBio). After 10 min of centrifugation at 12,000*g* and 4 °C, the supernatant was collected into fresh tubes, and protein concentration was determined using the Bradford colorimetric protein method (Thermo Fisher Scientific). Protein samples were stored at −80 °C. Samples for immunoblotting were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis after being prepared with 4× Laemmli Sample Buffer containing 10% β-mercaptoethanol and heated to 95 °C for 5 min. Subsequently, proteins were transferred to nitrocellulose membrane and blocked with Western Blocking Reagent (Roche). Membranes were incubated with primary antibodies at 4 °C overnight. After incubation with secondary antibodies, blots were developed with Pierce ECL Western Blotting substrate (Thermo Fisher Scientific). All densiometric measurements were performed with ImageJ. Band intensity was normalized to calnexin (CLNX), which served as internal loading control, blotted on the same gel and membrane. Antibodies were purchased from Cell Signaling Technology and raised against pAKT^S473^ (Catalog No. 9271), t-AKT (Catalog No. 4685), pTOR^S2448^ (Catalog No. 2971), t-mTOR (Catalog No. 2972), p4E-BP1^T37/46^ (Catalog No. 2855), t-4E-BP1 (Catalog No. 9452), pGSK3B^S9^ (Catalog No. 9323), t-GSK3B (Catalog No. 9315), and NRF1/NFE2L1 (Catalog No. 8052). MAFG antibody was purchased from GeneTex (GTX 114541). Primary antibodies were used at a 1:1000 dilution ratio in Tween TBS. CLNX antibody was used at a 1:5,000 dilution and purchased from Calbiochem (Catalog No. 208-880).

### Glucose, insulin, and PTT

At the time of performing insulin tolerance tests (ITT), mice were 11 weeks of age and either 4 weeks exposed to CD or HFD feeding. ITT was carried out in random-fed mice in the morning. After determining basal blood glucose levels, each animal received 0.75 IU per kg BW of insulin (Insuman Rapid; Sanofi-Aventis). For glucose tolerance tests (GTT), mice were 12 weeks of age and 5 weeks exposed to CD or HFD feeding. After 16 h of fasting and measurement of basal blood glucose levels, animals were i.p. injected with 2 g per kg BW of glucose (20% glucose, Delta select). Blood glucose levels were recorded using an automatic glucose monitor (Contour, Bayer Diabetes Care) at the indicated time points in (1) male Scr vs. *Mafg* and *LincIRS2* LNA-treated mice, (2) Control ASO vs. *Mafg* ASO, and (3) *LincIRS2*^wt^/^wt^ (Control for *LincIRS2*^∆/∆^) and *LincIRS2*^∆/∆^ mice. In the ASO cohort, animals that showed no decrease of blood glucose after insulin gavage throughout all measurements were excluded from ITT analysis, assuming injection of insulin outside of the peritoneal cavity as required for the assay. The pyruvate tolerance test (PTT) was performed in HFD-fed animals after 6 weeks of HFD feeding with Scr and *Mafg* LNA injection 5 days before the experiment. For the PTT itself, 4 g of pyruvate was dissolved in 20 ml of 0.9% NaCl and injected 10 µl g^−1^ BW after 16 h of fasting (final dose 2 g pyruvate kg^−1^).

### Indirect calorimetry (PhenoMaster)

Upon indirect calorimetry measurements, mice of indicated genotypes and diets were 16 weeks of age and 10 weeks exposed to CD or HFD. All measurements were performed using a PhenoMaster System (TSE Systems), which allowed in-cage metabolic and activity monitoring. Three days before analysis, mice were placed alone in training cages, identical to the 7.1-l chambers of the PhenoMaster open-circuit calorimetry system and continued to receive the respective diets (CD and HFD) throughout training and data acquisition. Diets and water were provided AL in the appropriate devices, and food intake measured by the built-in automated instruments. Parameters of indirect calorimetry were measured initially for 96 h at 22 °C and mean values calculated for each time of day.

### Tissue collection

At the end of the experimental protocol, LNA-injected mice were randomly assigned to either intravenous (i.v.) injection of 0.9% NaCl or 0.1 U/animal of insulin (Sigma). All mice were sacrificed by carbon dioxide (CO_2_) asphyxiation. All tissues were washed with 1× PBS, weighed, snap-frozen in liquid nitrogen, and stored at −80 °C.

### Enzyme-linked immunosorbent assay

Fibroblast Growth Factor 21 Mouse (FGF21) ELISA was obtained from Biovendor RD291108200R (Czech Republic), and performed using serum from CD and HFD-fed mice, Scr vs. *Mafg* LNA treated following the manufacturer’s instructions.

### Histological staining

For immunostaining, liver tissues were stored in PFA 4% for 24 h and then 70% ethanol for histological analysis. Transveral cryosections from paraffin-embedded liver were prepared, fixed, and stained by hematoxylin and eosin (H/E).

### RNA isolation and quantitative RT-PCR (qPCR) analysis

Total RNA was isolated from primary hepatocytes and whole tissues using peqGOLD TriFast (PEQLAB Biotechnologie). mRNA was reverse transcribed into complementary DNA using High Capacity cDNA reverse transcription kit (Applied Biosystems). Abundances of mRNAs were quantified by TaqMan Assay on Demand Kits (Applied Biosystems) according to the manufacturer’s protocol if not indicated otherwise. Abundances of lncRNAs were quantified using SYBR methodology using Select Master Mixes (Thermo Fisher). The relative abundance of mRNAs was calculated using comparative methods (2^−∆∆CT^) according to ABI Relative Quantification Methods. Transcript levels were normalized to hypoxanthine phosphoribosyltransferase 1 (*Hprt1*) or glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) expression; *Hprt* and *Gapdh* abundances remained unaffected across experimental conditions. SYBR primer sequences are provided in Supplementary Data 10.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Supplementary Data Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Reporting Summary

## Data Availability

The source data underlying Fig. 1c–i, Fig. 2b, d, e, g, i, Fig. 3a–h, Fig. 4a–j, l–r, Fig. 5a–r, Fig. a–n, and Supplementary Fig. 1d–f, h–I, Fig. 2c–k, Fig. 3a–g, i–j, Fig. 4b, k–n, Fig. 5a–b, e are provided as Source Data file. Data from RNA-Seq are available under GEO Super Series GSE121346.

## Source Data

Source Data

# Supplementary material for: A MAFG-lncRNA axis links systemic nutrient abundance to hepatic glucose metabolism
**Source:** Nat Commun. 2020 Jan 31;11:644. doi: 10.1038/s41467-020-14323-y
**Supplement:** Supplementary file 2 — Description of Supplementary Data Files

**Description of Additional Supplementary Files:**

1. **File Name: F1_Supplementary Data 1_RNA-SEQ_(HFD--CD).xlsx**

**Description: Analysis of Analysis of RNA-Sequencing of livers from Control Diet (CD) or High-fat-diet (HFD)-fed C57BL/6N mice.**

1. **File Name: F1_Supplementary Data 2_RNA-SEQ_(AL--FA).xlsx**

**Description: Analysis of RNA-Sequencing of livers from Ad Libitum (AL) or overnight fasted (FA) C57BL/6N mice.**

1. **File Name: F1_Supplementary Data 3_RNA-SEQ_(FA--RF).xlsx**

**Description: Analysis of RNA-Sequencing of livers from overnight fasted (FA) or 6 h re-fed (RF) C57BL/6N mice.**

1. **File Name: F1_Supplementary Data 4_RNA-SEQ_(Dock7M--DBDB).xlsx**

**Description: Analysis of RNA-Sequencing of livers from Leprdb (DBDB) or Dock7m (misty) mice.**

1. **File Name: F1_Supplementary Data 5_RNA-SEQ_(HS_T2D--OB--LEAN).xlsx**

**Description: Analysis of RNA-Sequencing from human livers biopsies of Lean, Obese (øT2D) and Obese (+T2D) patients.**

1. **File Name: F1_Supplementary Data 6_RNA-SEQ_(Ad-MAFG--Ad-CMV).xlsx**

**Description: Analysis of RNA-Sequencing of livers from C57BL/6 mice injected with Ad-MAFG or Ad-CMV.**

1. **File Name: F1_Supplementary Data 7_RNA-SEQ_(SCR_LNA_CD--SCR_LNA_HFD).xlsx**

**Description: Analysis of RNA-Sequencing of livers from CD- or HFD-fed C57BL/6N mice injected with Scr LNA.**

1. **File Name: F1_Supplementary Data 8_RNA-SEQ_MAFG_LNA_HFD--SCR_LNA_HFD.xlsx**

**Description: Analysis of RNA-Sequencing of livers from HFD-fed C57BL/6N mice injected with Scr LNA or Mafg LNA.**

1. **File Name: F1_Supplementary Data 9_RNA-SEQ_(SCR_LNA_CD--LNCIRS2_LNA_CD).xlsx**

**Description: Analysis of RNA-Sequencing of livers from CD- or HFD-fed C57BL/6N mice injected with Scr LNA.**

1. **File Name: F1_Supplementary Data 10_Oligonucleotide_Sequences.xlsx**

**Description: Oligonucleotide sequences for SYBR qPCR analysis, LNA GapmeR sequences, ASO sequences, TaqMan qPCR assays and sgRNA sequences for CRISPR/Cas9 genome editing used in this study.**

1. **File Name: F1_Supplementary Data 11_RNA-SEQ_NRF1_NFE2L1-LKO.xlsx**

**Description: Analysis of RNA-Sequencing of livers from liver-specific NFE2L1/NRF knockout versus wildtype mice (CD feeding).**

1. **File Name: F1_Supplementary Data 12_Comparisions_Gene-Overlap.xlsx**

**Description: Biotype-level gene overlap between groups as determined by analysis of RNA-Sequencing.**

1. **File Name: F4_Pradas_Juni_Supplementary Data 13.pdf**

**Description: Gene models of syntenic protein-coding genes and lncRNAs in the indicated regions.**

1. **File Name: F4_Pradas_Juni_Supplementary Data 14.pdf**

**Description: Sanger-Sequencing of the five most likely Cas9 off-target for each sgRNA.**

# Supplementary material for: A MAFG-lncRNA axis links systemic nutrient abundance to hepatic glucose metabolism
**Source:** Nat Commun. 2020 Jan 31;11:644. doi: 10.1038/s41467-020-14323-y
**Supplement:** Supplementary file 15 — Supplementary Data 13

Scale chr14: 25,350,000 | 25,400,000 | 100 kb | 25,450,000 | 25,500,000 | 25,550,000 | mm10 | 25,600,000 | 25,650,000 |

ENSMUST00000223620  
ENSMUST00000181582  
Zmiz1

chr8: 95,870,000 | 95,875,000 | 95,880,000 | 95,885,000 | 95,890,000 | 95,895,000 | 95,900,000 | 95,905,000 | 95,910,000 | 95,915,000 | 95,920,000 | 95,925,000 | 95,930,000 | 95,935,000 |

Got2 ENSMUST00000212248

Human

chr21: 36,040,000 | 36,045,000 | 36,050,000 | 36,055,000 | 36,060,000 | 36,065,000 | 36,070,000 | 36,075,000 | 36,080,000 | 36,085,000 | 36,090,000 | 36,095,000 | 36,100,000 | 36,105,000 | 36,110,000 | 36,115,000 | 36,120,000 | 36,125,000 |

20 kb hg38

ENST00000535199

ENST00000415147

SETD4

SETD4

SETD4

LOC101133286

CBR1

CBR1

4.88

100 vertebrates Basewise Conservation by PhyloP

Cons 100 Verts

chr16: | 93,400,000 | 100 kb | 93,450,000 | 93,500,000 | mm10 | 93,550,000 | 93,600,000 |

ENSMUS transcript IDs (left):

- ENSMUS.T00000232060
- ENSMUS.T00000188056
- ENSMUS.T00000231377
- ENSMUS.T00000232140
- ENSMUS.T00000185971
- ENSMUS.T00000232511
- ENSMUS.T00000185364
- ENSMUS.T00000232221
- ENSMUS.T00000231869
- ENSMUS.T00000185442
- ENSMUS.T00000185555
- ENSMUS.T00000189798
- ENSMUS.T00000232456

Gene models (center):

- ENSMUS.T00000231338 (highlighted in blue)

SNPs (bottom):

- 1700029J03Rik (highlighted in blue)
- Setd4 (highlighted in blue)

chr7: 36,400,000 | 36,410,000 | 36,420,000 | 36,430,000 | 36,440,000 | 36,450,000 | 36,460,000 | 36,470,000 | 36,480,000 | 36,490,000 | 36,500,000 |

KIAA0895 ANLN ANLN ANLN ENST00000435254

Gene models of protein-coding genes and lncRNAs in the indicated regions are shown in the indicated species. Conservation scores and protein-coding gene models are taken from the UCSC genome browser.

How the deposited data were processed for this re-analysis (not part of the article)

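RNA-Seq of liver, kidney, visceral adipose tissue, cortex, subcutaneous adipose tissue, brown adipose tissue and skeletal muscle of lean mice was analysed, with 1 library per tissue and no replicates. According to the paper's methods, the authors removed barcodes and adapters with flexbar and ribosomal RNA reads with Bowtie2. They aligned the remaining reads with STAR to the GRCm38 genome assembly, used with Ensembl gene sets. They then assembled and merged transcripts with cufflinks and cuffmerge, and compared tissues with cuffdiff. The authors deposited cuffdiff's gene-level table, whose values are FPKM, fragment counts scaled for transcript length and library size. The deposited log2 fold changes are the ratio of 2 of these FPKMs. The authors' test statistic is a score that cuffdiff computed for each comparison. The authors' p-values and q-values come from cuffdiff, and its settings for library type and for scaling between libraries are not stated in the paper's text. The table lists 94339 loci in 21 comparisons, and each tissue has the same FPKM in all 6 of its comparisons. It gives no fragment counts, so the depth of the libraries and the precision it gives are unknown, and no interval was computed for a single FPKM.

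Gene names in the table were matched to the GENCODE annotation of GRCm38, in which 91.9% of the 50354 names were found. Its release differs from the Ensembl release that the paper used, so a biotype may differ from the paper's. lncRNAs were the names with 1 of the 5 Ensembl biotypes that the paper used, and 6040 lncRNAs and 21341 protein-coding genes entered the analysis. The 151 loci with the status FAIL in any comparison were left out. Where a name had several loci, the locus with the highest FPKM was used, and a locus with several names was kept under each. Because the table has no strand column, the strand was read from the order of the loci, which are listed for each chromosome in 2 ascending series. By this reading, 75.3% of 61876 pairs of a locus and a name lie on the annotated strand. Many names therefore have a further locus on the other strand.

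FPKMs were compared as log2(FPKM + 0.1), which understates the difference for low values. With 1 library per tissue, no p-value was computed. A gene was counted as enriched in a tissue with at least 1 FPKM there and a log2 value at least 2 above every other tissue. The paper's text does not define its tissue clusters. A list of lncRNAs was described by the percentile of its median log2 ratio among 10000 random lists of the same size (seed 1), drawn from the expressed lncRNAs in 10 bins of mean log2 FPKM. Intervals of percentiles are Wilson intervals over the random lists and cover only the drawing of the lists. The lists of HFD-repressed and HFD-induced genes are the paper's (Supplementary Data 12). The rule was tested on simulated data made from 1389 lncRNAs, 200 of which were raised 16-fold in liver: 200 of the 200 were called, and 0 of the 1189 unchanged ones. Apart from the raised values, each simulated lncRNA had equal levels in all tissues with small noise, and 16-fold exceeds the 4-fold rule. This outcome was therefore nearly certain beforehand and does not give the error rate of the rule in the real libraries. Of 100 random lists of unchanged lncRNAs, 4 lay above percentile 95, with a median percentile of 46.3.

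Alternatives covered the pseudocount, the scaling of the libraries, the minimum FPKM, the fold, the tissue specificity index tau, the authors' significance calls, the kidney library, failed loci, names with several loci and the matching of the random lists. Named in the text are the 7 L-DIO-lncRNAs, Irs2, the small MAF genes, the 3 lncRNAs with the largest log2 ratio in liver and the 1 with the largest in every other tissue, list members enriched in liver where 5 or fewer, and marker genes written down beforehand. Not every marker gene is printed, and 1 gene of the list was left out of all results and is not reported here. The other genes named were chosen after their values were seen. The coordinates in the table are the bounds of merged loci and were converted to count from 1. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used. The sequencing of livers after HFD feeding, fasting, refeeding or MAFG overexpression and of human livers was not used here.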

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

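The tests of a second list of marker genes were chosen only after the marker genes below had been seen, and the second lists were written before their own values were read. The paper does not report on marker genes of other cell types in the 7 libraries. With 1 library per tissue, a signal counts here when a marker gene written down beforehand has at least 1 FPKM and 4-fold more in a library than in the 6 others.

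In SCAT, the lymphocyte genes Ms4a1 with 50.6 FPKM, Cd79a with 35.6 and Cd3e with 3.40 met this rule. If the sample held lymphocytes, for example from a lymph node, most of a second list of lymphocyte genes would meet the rule there too, and 5 of 8 did. RNA from lymphocytes in the subcutaneous adipose tissue sample remains a candidate source.

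The pancreatic genes Ctrb1 with 35.9 FPKM, Cpa1 with 29.9 and Prss2 with 15.7 met the rule in SCAT as well, and the remaining pancreatic marker Cela1 did not (11.5 FPKM in SCAT and 8.55 in kidney). Prss2 belongs to a family of similar trypsinogens, so its value is uncertain. In a second list of acinar cell genes, 7 of 8 met the rule in SCAT, and the remaining gene, Amy2a5, was listed at 0 in every library. RNA from pancreatic acinar cells in the subcutaneous adipose tissue sample is a candidate source. At which step such RNA entered was not tested.

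In VAT, Crisp1 reached 1386 FPKM, at a locus that also carries the name of its paralog Crisp3, and it was 1 of 4 markers of the male reproductive tract to meet the rule there. Of a second list of epididymal genes, 3 of 8 met the rule in VAT: Lcn5 with 1119 FPKM, Adam7 with 134 and Spinkl with 6.30. In the other libraries Lcn5 had at most 0.308 FPKM and Adam7 at most 0.0494, and among the genes that did not meet the rule, Lcn9 and Cst11 were listed at 0 in every library. RNA from epididymis in the visceral adipose tissue sample remains a candidate source of Crisp1, although 5 of the 8 genes did not meet the rule, and the pattern cannot be told apart from it. Krt14, 1 of 4 epithelial markers to meet the rule in VAT, reached 2.58 FPKM, and 3 of 8 mesothelial and epithelial genes (Krt19, Upk3b and Krt5) met the rule there, so Krt14 cannot be told apart from RNA of a mesothelium or another epithelium either.

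A swap of samples was weighed for both libraries: Lep had 51.6 FPKM in VAT and 26.6 in SCAT and at most 3.65 in the other libraries, and Adipoq had 330.2 in VAT, 258 in BAT, 109.6 in SCAT and at most 14.1 in the others. Both libraries thus carry adipose transcripts. An exchange of VAT and SCAT with each other would leave Lep and Adipoq high in both, so these values cannot exclude it. FPKM is scaled for library size, so a difference in depth does not account for gaps as wide as those of Crisp1 (1386 FPKM in VAT and at most 1.64 in the other libraries), Lcn5, Adam7 or Ms4a1 (50.6 in SCAT and at most 1.61 in the others). The depth itself is unknown, and a test against a relative depth estimated from the lowest FPKMs was run and left out, because for several libraries more than a single estimate was possible. No biological explanation was tested.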

How the results depend on the processing

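Alternatives on strand, LOWDATA status, overlap with protein-coding genes, biotypes, gene edges and the percentiles of the HFD lists were chosen only after the data had been seen; the others were set before the data were examined. Counts are called unchanged when within 1.5 times the reported count, and percentiles when within their Wilson interval. No paired analysis was possible because every tissue has 1 library and no test was made between groups.

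The count of liver-enriched lncRNAs stayed within 1.5 times of 72 under 13 of 19 alternatives, and all 7 L-DIO-lncRNAs were enriched under 5 of the 9 alternatives that can lower their number. Of 34 log2 ratios of single L-DIO-lncRNAs under other pseudocounts, scalings and, for those with 2 loci, choices of locus, 31 were at least 2, and they ranged from 1.64 to 7.68. Under the others the values were as follows, and unless stated the cause was not tested.

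With a pseudocount of 1, 45 lncRNAs, 3 HFD-repressed and 1 HFD-induced lncRNA were enriched in liver, and the percentiles were 99.88 for the HFD-repressed and 6.72 for the HFD-induced lncRNAs. With FPKM scaled to an equal sum in each library, liver had 19 enriched lncRNAs, 4 L-DIO-lncRNAs, 0 HFD-repressed and 1 HFD-induced lncRNA, and the L-DIO-lncRNA percentile was 99.92. In this scaling 1 locus holds between 33.9% (SCAT) and 99.7% (cortex) of the sum, and all log2 values shift, by -3.86 in liver and -8.55 in cortex, against a fixed pseudocount and minimum. The median ratio scaling shifted VAT by 0.27, cortex by 0.17, SCAT by 0.40, BAT by -0.19 and skeletal muscle by -0.26 on the log2 scale, and left 7 L-DIO-lncRNAs and 70 lncRNAs enriched in liver. A minimum FPKM of 5 left 37 lncRNAs, 5 L-DIO-lncRNAs, 1 HFD-repressed and 1 HFD-induced lncRNA, and a 2-fold rule gave 124 lncRNAs. Requiring significance in the authors' deposited comparisons gave 0 lncRNAs, 0 L-DIO-lncRNAs, 0 HFD-repressed and 0 HFD-induced lncRNAs in liver, and 0 lncRNAs in all 7 tissues, with 1235 of 802072 of the authors' tests significant.

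With loci on the annotated strand only, 5 L-DIO-lncRNAs, 2 HFD-repressed and 0 HFD-induced lncRNAs were enriched in liver, with percentiles of 98.82 and 34.65. The 61 liver-enriched lncRNAs of this setting are all among the 72. Without lncRNAs that overlap any annotated protein-coding gene, whether or not it was among the genes analysed from the table, 25 lncRNAs were enriched in liver. Random lists matched on liver FPKM placed the HFD-repressed lncRNAs at 94.86 and the HFD-induced ones at 0.88. With tau as the measure, the L-DIO-lncRNA percentile was 99.74.

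The Mafg share of small MAF FPKM, 76.9% in liver, was 73.8% in kidney, 52.6% in VAT, 83.5% in cortex, 71.3% in SCAT, 68.1% in BAT and 41.7% in skeletal muscle. The Mafg locus is merged with Sirt7, so all these shares may include reads of Sirt7. The distance between LincIRS2 and Irs2, 66.5 kb between loci, was 109 kb between transcription starts and 80.8 kb between gene edges. For the other 6 tissues, 44 of 113 counts of enriched lncRNAs moved by more than 1.5 times, 9 up and 35 down. Because the depth is unknown, it cannot be said how many low FPKMs rest on few fragments.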

Differences from the paper's values

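None of the paper's values compared here differs by more than 1.5 times from the value reported above. For the L-DIO-lncRNAs, 3 of the alternatives set before the data were examined gave fewer than the paper places in its liver-enriched cluster: 5 with a minimum FPKM of 5, 4 with FPKM scaled to an equal sum in each library, and 0 when significance in the authors' deposited comparisons was required, a rule that no lncRNA met in any of the 7 tissues. The distance between LincIRS2 and Irs2 was 66.5 kb between the loci of the deposited table, and the distance of 80.8 kb between the gene edges of the annotation, an alternative chosen after seeing the values, reaches the paper's distance.

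The paper places LincIRS2 on the 5′ side of Irs2. In the annotation Irs2 lies on the minus strand, from 10984681 to 11008458 on chromosome 8, and LincIRS2 ends at 10903893, on the side of the 3′ end of Irs2.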

Other observations

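The tests of liver RNA in VAT, of loci listed at 0 and of loci on the opposite strand were chosen only after the pattern had been seen; the test of neighbouring starts was written before its result was known.

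In VAT, the liver-enriched protein-coding genes with at least 100 FPKM in liver had a median of 1.08% of their liver FPKM, and the highest median among the other tissues was 0.413%, in kidney. If liver RNA had been carried into the VAT library, these ratios would lie close to a single value, and 56.9% of 202 lay within 2-fold of the median in VAT, against 15.3% in kidney and at most 19.8%, in skeletal muscle, in the other tissues. For the L-DIO-lncRNAs a wider range was used: 7 of 7 ratios of VAT to liver lay within 4-fold of that median and 4 of 7 within 2-fold, whereas in kidney and in skeletal muscle 3 of 7 lay within 4-fold of the median of their own tissue, and in cortex, SCAT and BAT 2 of 7. Within 2-fold of the median of their own tissue lay 2 of 7 in kidney, BAT and skeletal muscle, 1 in cortex and 0 in SCAT. A small amount of liver RNA in the VAT library is a candidate explanation for the L-DIO-lncRNA signal there; expression in VAT itself was not tested.

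Of the 234 tissue-enriched lncRNAs that lie opposite a protein-coding gene, 173 (73.9%) lie opposite 1 enriched in the same tissue. lncRNAs that share a locus, such as Gm17035 and Gm2895, were counted separately, so these pairs are not independent. Some loci, such as that of Egfros and Egfr, also carry the name of the protein-coding gene, so both may rest on the same value. Reads of the protein-coding gene counted on the opposite strand may contribute: of 4048 protein-coding genes with at least 10 FPKM and no annotated gene on the other strand, 2361 (58.3%) have a locus there under the same name, with a median of 21.0% of the FPKM and a median Pearson r of 0.978 across the 7 tissues. A share of 21.0% would not by itself give the values of all pairs: Gm10680 had 1608 FPKM in liver against 279.2 of Apoa4, and Gm13601 had 2431 in skeletal muscle against 92.9 of Xirp2. Shared regulation of neighbouring genes would also give pairs without overlap. Among 16 enriched lncRNAs that start within 1 kb of a protein-coding start without overlapping it, 31.25% had a neighbour enriched in the same tissue, against the 73.9% of the overlapping pairs. A comparison with all expressed protein-coding genes was added after this result was seen: on average 4.20% of them are enriched in the tissues of those 16 lncRNAs. Both explanations remain and cannot be told apart, and both may hold.

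Some genes of high abundance are listed at 0 in 1 tissue or more, among them Alb, Apob and Apoe in liver and Ttn in skeletal muscle. All 145 pairs of a locus and a tissue with the status LOWDATA in every comparison of that tissue are listed at 0, and 27.6% of them have at least 10 FPKM in another tissue, against 1.20% of 288859 other zeros. For the loci with high values elsewhere this is consistent with the authors' processing having skipped the locus in that library, which was not shown directly. Of the 145 zeros, 84 have less than 1 FPKM in every tissue, and these include the mitochondrial rRNA genes mt-Rnr1 and mt-Rnr2, listed at 0 in all 7 tissues. Leaving out genes with this status gave 72 liver-enriched lncRNAs, and 14 in VAT against 15 with them. B430119L08Rik, counted as enriched in VAT at 2.56 FPKM, is such a zero in liver.

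Mafg had 13.0 FPKM in liver, at a locus merged with Sirt7, Mafk 2.71 and Maff 1.20. Irs2 was listed between 0.117 FPKM in BAT and 0.330 in skeletal muscle, with 0.206 in liver. Its name has 1 locus, whose range also holds the plus-strand gene 9530052E02Rik. Whether these low values measure Irs2 mRNA is therefore open. In all 7 libraries Ddx3y was at least 13.1 FPKM and Xist at most 0.104.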
